# Epigenetic traits inscribed in chromatin accessibility in aged hematopoietic stem cells

**DOI:** 10.1038/s41467-022-30440-2

**Published:** 2022-05-16

**Authors:** Naoki Itokawa, Motohiko Oshima, Shuhei Koide, Naoya Takayama, Wakako Kuribayashi, Yaeko Nakajima-Takagi, Kazumasa Aoyama, Satoshi Yamazaki, Kiyoshi Yamaguchi, Yoichi Furukawa, Koji Eto, Atsushi Iwama

**Keywords:** Stem-cell research, Myelopoiesis, Haematopoietic stem cells, Ageing

## Abstract

Hematopoietic stem cells (HSCs) exhibit considerable cell-intrinsic changes with age. Here, we present an integrated analysis of transcriptome and chromatin accessibility of aged HSCs and downstream progenitors. Alterations in chromatin accessibility preferentially take place in HSCs with aging, which gradually resolve with differentiation. Differentially open accessible regions (open DARs) in aged HSCs are enriched for enhancers and show enrichment of binding motifs of the STAT, ATF, and CNC family transcription factors that are activated in response to external stresses. Genes linked to open DARs show significantly higher levels of basal expression and their expression reaches significantly higher peaks after cytokine stimulation in aged HSCs than in young HSCs, suggesting that open DARs contribute to augmented transcriptional responses under stress conditions. However, a short-term stress challenge that mimics infection is not sufficient to induce persistent chromatin accessibility changes in young HSCs. These results indicate that the ongoing and/or history of exposure to external stresses may be epigenetically inscribed in HSCs to augment their responses to external stimuli.

## Abstract (web summary)

Haematopoietic stem cells (HSCs) exhibit considerable cell-intrinsic changes with age. Here the authors demonstrate that differentially accessible regions in aged HSC chromatin are enriched for stress-responsive enhancers and act as an epigenetic hub to augment transcriptional responses of aged HSCs to external stimuli.

## Introduction

Hematopoietic stem cells (HSCs) give rise to all types of blood cells throughout life and show considerable changes with age, such as impaired regenerative potential, myeloid/platelet-biased differentiation, and low production of lymphocytes^1–4^. The HSC niche, which is essential for the maintenance of HSCs, also undergoes considerable changes with age^5–7^. Aged HSCs exhibit cell-intrinsic molecular changes that cannot be restored by a young niche, as suggested by transplantation of aged HSCs into lethally irradiated young recipient mice^8^. We showed that aged HSCs engrafted in the intact young bone marrow (BM) niche in non-conditioned recipient mice had sustained functional defects. The young intact niche largely restored the transcriptional profile of aged HSCs, but not their DNA methylation profiles, highlighting a key role for altered epigenome in HSC aging^9^.

HSC aging is also associated with an increased risk of hematological malignancies^2,4^. The onset of representative age-associated myeloid malignancies, such as myelodysplastic syndromes (MDS) and myeloproliferative neoplasms (MPN), is highly age-dependent. Epigenetic modifier genes, such as *DNMT3A*, *TET2*, *ASXL1*, and *EZH2*, are frequently mutated in MDS and MPN^10–12^. A dysregulated function of these epigenetic regulators induces the reprogramming of DNA and/or histone modifications, leading to the induction of MDS or MPN-like diseases in mice^13–15^. Of note, recurrent somatic mutations with clonal hematopoiesis have been identified in healthy elderly individuals using comprehensive genome sequencing^16,17^. It is called age-related clonal hematopoiesis (ARCH) or clonal hematopoiesis of indeterminate potential (CHIP)^18,19^. *DNMT3A*, *TET2*, and *ASXL1* mutations are also frequent in CHIP^16–19^. Individuals with CHIP mutations have a higher risk of hematological malignancies. These findings strongly suggest that epigenetic factors also mediate HSC aging and age-associated hematological malignancies.

Various epigenetic alterations have been recognized as a hallmark of aging^20^. Epigenetic markers can readily change over time, and this “epigenetic drift”, which depends on both intrinsic and extrinsic factors, may play an important role in HSC aging^21^. Proliferation-dependent alterations in the DNA methylation are observed during HSC aging, occurring in regions associated with lineage potential and selectively target genes exclusively expressed downstream of HSCs or expressed at higher levels in progenitor and/or effector cells relative to HSCs^22^. Genome-wide comparisons of histone modifications between young and aged mouse HSCs have provided potential mechanisms that contribute to HSC aging^23^. Profiling of histone modifications also deciphered significant alterations in the regulation of enhancers and transcription factors during human HSC aging^24^. In contrast with epigenomic analyses, chromatin accessibility reflects a comprehensive network of enhancers, promoters, and transcription factors, which have critical roles in normal hematopoiesis and cancer development^25^. However, changes in chromatin accessibility in HSCs have not yet been clarified during aging.

In this work, we present an integrated analysis of transcriptome and chromatin accessibility of aged HSCs and progenitors. Transposase-accessible chromatin sequencing (ATAC-seq) assays reveal that alterations in chromatin accessibility preferentially take place in HSCs with aging, which gradually resolve with differentiation. Differentially open accessible regions in aged HSCs are enriched for enhancers with binding motifs of stress-responsive transcription factors and are associated with augmented gene expression upon stresses in aged HSCs, suggesting that the ongoing and/or history of exposure to external stresses may be epigenetically inscribed in HSCs to augment their responses to external stimuli. However, a short-term stress challenge that mimics infection is not sufficient to induce persistent chromatin accessibility changes in young HSCs.

## Results

### Altered transcriptome of HSPCs during aging

To investigate the intrinsic changes in hematopoietic stem and progenitor cells (HSPCs) during aging, we purified HSCs, multipotent progenitor (MPP) 1, megakaryocyte/erythroid-biased MPP2, myeloid-biased MPP3, lymphoid-primed MPP4, granulocyte-macrophage progenitors (GMPs), megakaryocyte-erythrocyte progenitors (MEPs), and common lymphoid progenitors (CLPs) from 10-week-old (Young) and 20-month-old aged (Aged) mice and performed RNA-seq and ATAC-seq analyses^26,27^ (Fig. 1a). Principal component analysis (PCA) of RNA-seq data revealed that aged HSPCs show different transcriptomic profiles from young HSPCs, but the difference was mild (Fig. 1b). Comparison of the transcriptomes of young and aged counterparts revealed various differentially expressed genes (DEGs) in each fraction (FDR *q* < 0.01) (Fig. 1c, Supplementary Fig. 1, and Supplementary Data 1), among which HSCs had a much lower number of DEGs than the progenitor fractions (Fig. 1d). The majority of DEGs in HSCs were also differentially expressed in the MPP fractions, albeit to a lesser extent, while oligopotent progenitors showed entirely unique changes in the transcriptome with aging. (Fig. 1c, d, and Supplementary Fig. 1). The hallmark genes of aged HSCs, such as *P-selectin* (*Selp*) and *Clusterin* (*Clu*)^23,28–30^ were markedly upregulated in aged HSCs (Fig. 1e, Supplementary Fig. 1, and Supplementary Data 1). A large portion of aged HSC DEGs were shared with those in aged CD150^+^CD48^–^LSK HSCs^23,29^ and Aging signature genes which were consistently detected among 16 published and unpublished datasets^28^ (Fig. 1f, Supplementary Data 1), indicating that the transcriptome changes during HSC aging have certain trends and reproducibility among different experiments. The transcriptome of downstream progenitors also showed a unique pattern of changes during aging (Fig. 1b, c). Notably, the transcriptome changes during aging were more drastic in MPPs and oligopotent progenitors than in HSCs (Fig. 1d and Supplementary Fig. 1), among which a large portion of DEGs were common among MPP1-4 (Fig. 1g, Supplementary Data 1).

**Fig. 1:**
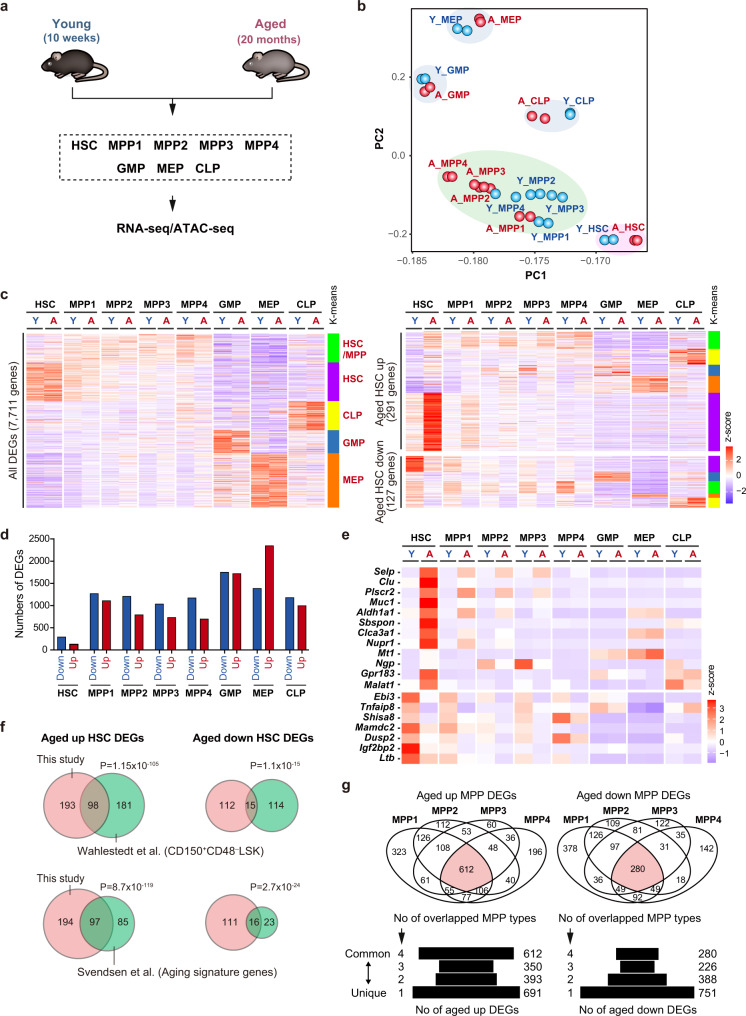
Altered transcriptome of hematopoietic stem and progenitor cells during aging. **a** Experimental strategy. Bone marrow cells from 10-week-old mice (Young) and 20-month-old mice (Aged) were pooled and sorted in duplicate. **b** PCA plot based on the z-scores of expression values (DESeq2 normalized counts) in each fraction. Blue and red circles indicate young and aged cells (*n* = 2). **c** Heatmaps showing the z-scores of expression values (DESeq2 normalized counts) in all DEGs (7711 genes, left panel) and DEGs in HSCs (291 Aged HSC up DEGs and 127 Aged HSC down DEGs, right panel). Genes are divided into five clusters [HSC (purple), HSC/MPP (green), GMP (blue), MEP (orange), and CLP (yellow)-type] based on K-means clustering. **d** The numbers of up and down DEGs in aged cells in each fraction. **e** Heatmap showing the z-scores of expression values (DESeq2 normalized counts) of representative DEGs in aged HSCs. **f** Venn diagram displaying the numbers of common DEGs in aged HSCs between this study and reported studies^28,29^. *P* values by Fisher’s exact test are indicated. **g** The numbers of DEGs common among MPP fractions. Venn diagrams (upper panels). Pyramid plots (lower panels), in which genes at the top and bottom were shared by 4 MPP types and unique to one of the 4 MPP types, respectively. Source data are provided as a Source Data file.

Gene ontology (GO) analysis revealed that upregulated genes in aged MPPs were associated with the metabolic process, cell cycle, protein folding, and RNA splicing, including *Idh2, Aurka, Aurkb, Calr*, and *Srsf2*, while downregulated genes in aged MPPs included key hematopoietic transcription factor genes, such as *Lmo2, Runx2, Irf5*, and *Notch1* (Supplementary Fig. 2a and Supplementary Data 2). Genes associated with cell cycle and cell division were significantly upregulated in aged MPPs and GMP, while they were downregulated in aged CLPs (Supplementary Fig. 2a). Homer motif analysis, which yields the binding motifs of transcription factors at the promoters of DEGs, revealed that IRF target genes were significantly enriched in upregulated genes in aged oligopotent progenitors, which may reflect age-associated inflammation in the BM (Supplementary Fig. 2b, Supplementary Data 3). E2F target genes were significantly enriched in downregulated genes in aged CLPs, which corresponded well with the negative association of cell cycle and cell division GO terms in aged CLPs (Supplementary Fig. 2b). These results suggested de-regulated cell cycle in aged HSPCs. To confirm these transcriptomic results, we directly investigated the cell-cycle state of young and aged HSPCs (Supplementary Fig. 3a). Short-term in vivo 5-ethynyl-2′-deoxyuridine (EdU) incorporation assays revealed that the cell cycle was significantly promoted in aged MPPs including MPP4, which is consistent with our present GO data as well as previous reports^31^. In contrast, the cell cycle of CLPs was significantly perturbed with aging as expected from the negative enrichment of E2F at the promoters of DEGs. A decreased output of lymphoid cells is one of the major aging phenotypes in hematopoiesis. Our data suggest that an impaired proliferation of aged CLPs may partially contribute to the reduction in their number (Supplementary Fig. 3b) and a decreased output of lymphoid cells.

### Characteristics of chromatin accessibility in aged HSPCs

We next investigated chromatin accessibility in young and aged HSCs. Accumulating evidence has emerged regarding the role of aberrant chromatin accessibility in aged hematopoietic cells and hematological malignancies^25,32,33^, while chromatin accessibility in aged HSPCs has not yet been investigated. We profiled the accessibility landscapes of HSCs, MPP1, MPP2, MPP3, MPP4, GMPs, MEPs, and CLPs purified from young and aged mice using ATAC-seq. A total of 102,992 accessible peaks were detected in young and aged HSPCs, respectively (Fig. 2a). A total of 12,098 peaks were localized at the promoter regions. Peaks in the non-promoter region were mainly located in intergenic or intron regions, that generally represent active or poised enhancers [41,825 at intergenic, 42,233 at intron, 3053 at exon, 1295 at 5′-untranslated regions (UTR), 1004 at 3′-UTR, and 1475 at the transcription termination site (TTS)] (Fig. 2b). PCA of ATAC-seq data revealed that aged HSPCs show different profiles of chromatin accessibility from those of young HSPCs, but the difference was mild as the transcriptomic differences (Fig. 2c). K-means clustering clearly classified these peaks into four distinct clusters based on the accessibility in each fraction. Cluster 1 (29,270 peaks) showed a higher accessibility in HSCs and MPPs than in the downstream progenitors. Clusters 2, 3, and 4 showed the highest accessibility in GMPs (380,09 peaks), MEPs (19,059 peaks), and CLPs (16,654 peaks), in this order (Fig. 2a). DNA motif analysis of ATAC peaks identified a significant enrichment of the binding motif of Hoxa9, an important transcription factor for HSPC maintenance, in Cluster 1. Clusters 2, 3, and 4 showed an enrichment of motifs for CEBP, GATA, and E2A, key transcriptional regulators in GMPs, MEPs, and CLPs, respectively (Fig. 2d, Supplementary Data 4). These results were consistent with previous observations that each individual cell type utilizes different accessible regions to control differentiation^25,32^.

**Fig. 2:**
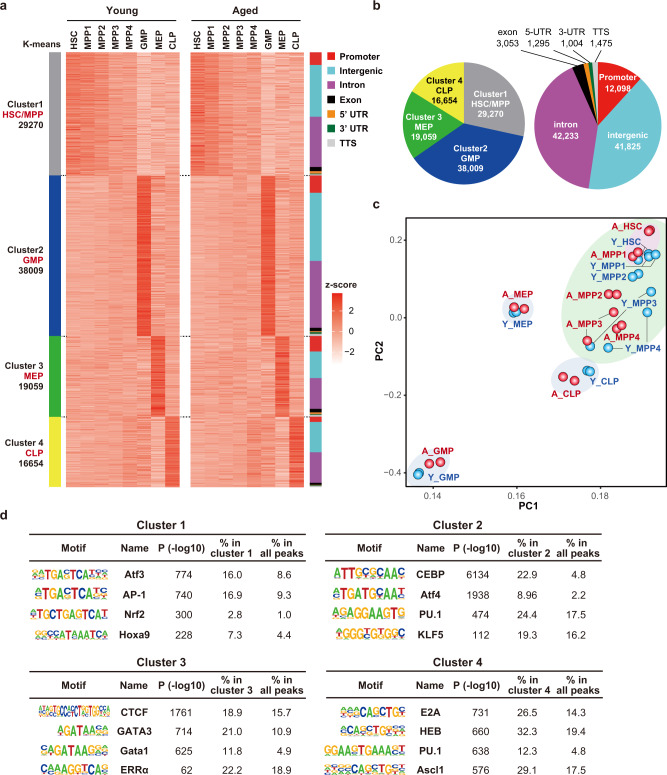
Characteristics of chromatin accessibility in aged HSPCs. **a** Heatmap showing the z-scores of ATAC count values (DESeq2 normalized counts) in all 102,992 peaks in young and aged HSPCs. Peaks were divided into 4 clusters using K-means clustering. Cluster 1 showed higher accessibility in HSCs and MPPs than the downstream progenitors. Clusters 2, 3, and 4 showed the highest accessibility in GMPs, MEPs, and CLPs, respectively. Right bar indicates the annotations of distribution on the genome. **b** Pie charts showing the percentage of each cluster subtype (left) and annotation (right) of all accessible peaks. **c** PCA plot based on the ATAC count values in log2 (DESeq2 normalized counts) in each fraction. Blue and red circles indicate young and aged cells (*n* = 2). **d** Homer motif analysis of accessible peaks in each cluster. Top 4 motifs and −log10 *p* values are depicted. The enrichment of each motif in the peaks in each cluster and the background peaks are indicated. All peaks, which includes 102,992 peaks from all fractions, were used as background. Hypergeometric tests were performed to calculate *p* values. No adjustments were made for multiple comparisons.

### Differentially accessible regions in aged HSPCs

Next, we compared chromatin accessibility between young and aged counterparts in each fraction. A total of 281 differentially accessible regions (DARs) were identified between young and aged HSCs using DEseq2 and biological duplicates (*n* = 2). The 201 and 80 DARs were open and closed in aged HSCs (*p* < 0.001), respectively (Supplementary Data 5a). Among the HSPC fractions, HSCs had the largest number of DARs, and the differences in chromatin accessibility between young and aged cells tended to decrease during differentiation (Fig. 3a, Supplementary Data 5a–h). This suggested that the alterations in chromatin accessibility preferentially occurred in HSCs, the cells that are located at the top of the hematopoietic hierarchy. The DAR profile is quite different from that of DEGs, which is much more frequent in progenitors than in HSCs. Most DARs were concentrated in Cluster 1, which had high accessibility in HSCs and MPPs, and were mostly located in intergenic and intronic regions (Fig. 3a). We then compared the frequencies of the transcription factor binding motifs at accessible peaks detected in each fraction with those in the background peaks using hypergeometric distribution of Homer software and calculated the *p* values of enrichment. The combined peaks detected in all fractions were used for the background to remove imbalance in the sequence content. Assuming that −log (*P* value) reflects the abundance of motif sequences in each fraction, we created a heatmap based on this value. Z-scoring was performed in the final step to clarify the contrast between each fraction. The motifs used in the figure are arbitrarily selected as they are known to be important for hematopoietic function and/or differentiation. This motif analysis revealed that transcriptional regulatory regions with ATF family (c-Jun-CRE, Atf) motifs, STAT family (Stat1, Stat3, Stat5) motifs, and CNC family (Nrf2, NF-E2, Bach1, Bach2) motifs tended to become open in aged HSCs, while those with Hox and FOX family (Hoxa9, Hoxc9, Foxa1, Foxa2) motifs were closed in aged HSCs (Fig. 3b). Transcriptional regulatory regions with GATA family (Gata1, Gata2, Gata3) motifs became open in aged MPP2, compared to those in young MPP2 (Fig. 3b).

**Fig. 3:**
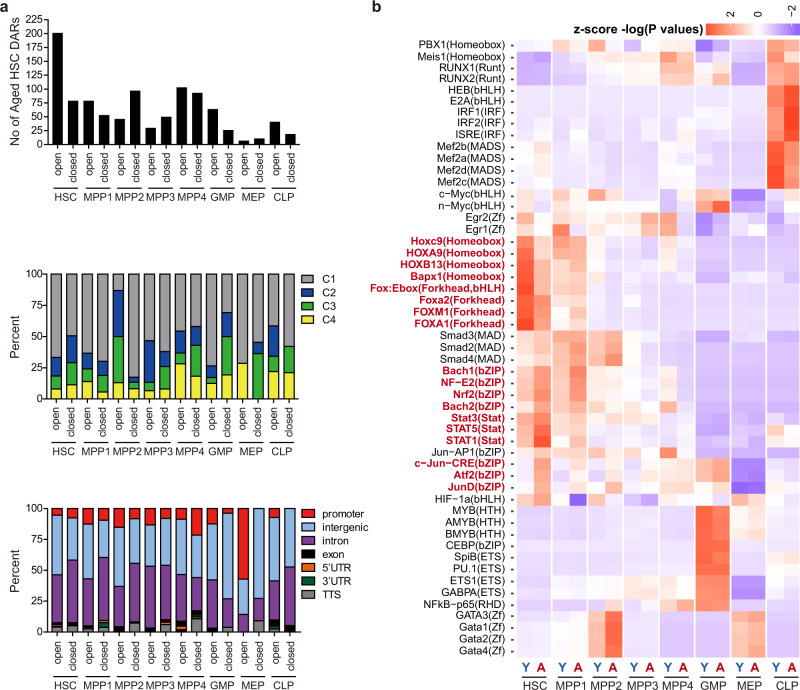
Differentially accessible regions in aged HSPCs. **a** The number of DARs in aged HSPCs compared with their counterparts (upper panel). Percentages of each cluster subtype based on clustering in Fig. 2a (middle panel) and annotation (lower panel) of all DARs. DARs were calculated using DESeq2 using generalized linear model and a cutoff *p* < 0.001 was used to define the DARs. No adjustments were made for multiple comparisons. **b** Heatmap showing the enrichment score [z-scores of −log (*P* values)] of the transcription factor binding motifs at accessible peaks detected in ATAC-seq in each young and aged HSPC fraction. *P* values were derived from Hypergeometric tests of motif analysis. No adjustments were made for multiple comparisons. Source data are provided as a Source Data file.

### Altered chromatin accessibility in aged HSCs

Because HSCs are the major cells that show an altered chromatin accessibility, aging of the hematopoietic system could be largely attributed to the alterations in HSCs with aging. We therefore investigated the differences in chromatin accessibility between young and aged HSCs in more detail using four biological replicates. With improved sensitivity and statistical significance, we identified 428 and 119 open and closed DARs in aged HSCs, respectively (FDR *q* < 0.01) (Fig. 4a, Supplementary Data 5i). Most DARs were in non-promoter regions and assigned to Cluster 1, which showed a higher accessibility in HSCs and MPPs than oligopotent progenitors (Fig. 4a, b). The aged HSCs had four times more open DARs than closed DARs. Differential accessibilities in aged HSCs were gradually resolved during differentiation, particularly in MPP2, leaving significant, albeit moderate, differences in the MPP fraction and oligopotent progenitors (Supplementary Fig. 4).

**Fig. 4:**
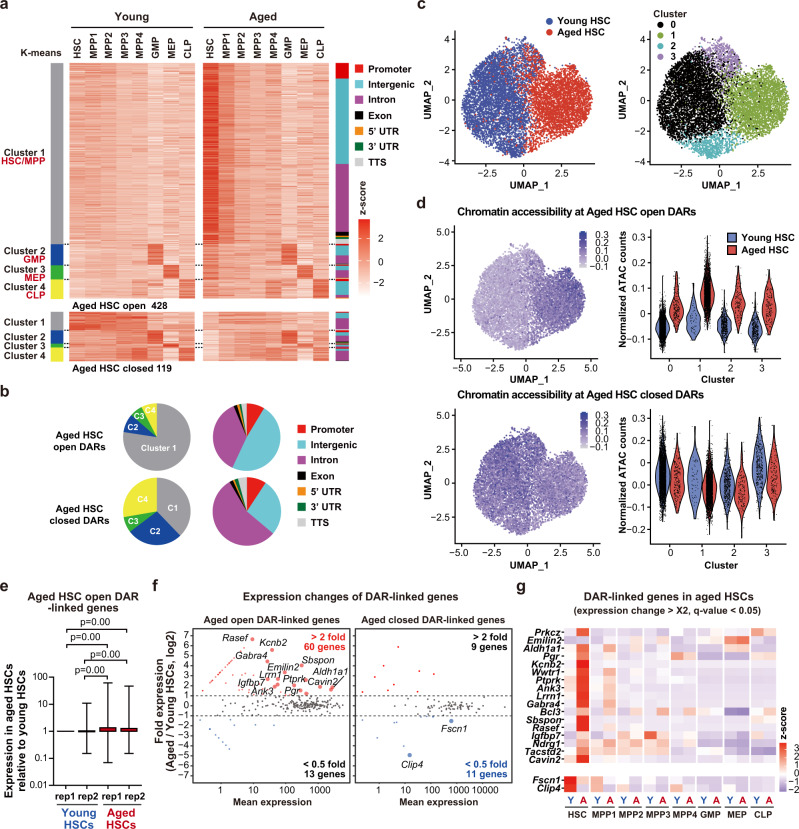
Altered accessibility of transcription factors in aged HSCs. **a** Heatmap showing the z-scores of ATAC count values (DESeq2 normalized counts) in open (upper) and closed (lower) DARs in aged HSCs (4 biological replicates). Peaks were divided into 4 clusters using K-means clustering. Clusters and annotations are shown as in Fig. 2a. **b** Pie charts showing the percentage of each cluster subtype and annotation of open and closed DARs in aged HSCs. **c** UMAP plots illustrating the identification of cell clusters based on single cell ATAC peak profiling of young and aged HSCs. **d** Feature plots (left panels) and violin (right panels) plots showing the average chromatin accessibilities (normalized ATAC peak counts per million) at Aged HSC open (upper panels) and closed (lower panels) DARs. Average accessibilities were calculated using AddModuleScore function of Seurat. **e** Box plots showing fold expression of Aged HSC open DAR-linked genes in young and aged HSCs. Expression of DAR-linked genes is indicated as a fold expression relative to that in young HSCs (replication #1) using normalized read counts (DESeq2 normalized counts + 1). In total 381 Aged HSC open DAR-linked genes were examined in two biologically independent samples. Data derived from a single experiment are depicted. Boxes represent the 25–75 percentile ranges with the median of horizontal line. The ends of vertical lines represent minimum or maximum values. Paired Student’s one-tailed *t* tests were performed to calculate *p* values. **f** MA plots showing expression of DAR-linked genes in aged HSCs relative to that in young HSCs. The pink and blue dots represent up- and downregulated DAR-linked genes greater than twofold during aging, respectively. **g** Heatmap showing the z-scores of expression values (DESeq2 normalized counts) of representative DAR-linked genes that showed expression changes greater than twofold with *q* values <0.05 in aged HSCs. The distance between DARs and the nearest genes is listed in Supplementary Data 5i. Source data are provided as a Source Data file.

To further elucidate the chromatin accessibility changes at single cell levels, we performed single cell ATAC sequencing (scATAC-seq) analysis using young and aged HSCs. After quality control, we used the data from 5,002 young and 3,520 aged single HSCs and identified 4 major clusters based on dimension reduction by UMAP (Fig. 4c). Young and aged HSCs were mostly assigned to Clusters 0/2 and Cluster 1, respectively, while a part of young and aged HSCs were assigned to the same cluster, Cluster 3 (Fig. 4c). Of note, chromatin accessibilities at Aged HSC open and closed DARs were significantly increased and decreased, respectively, in all clusters, indicating that altered chromatin accessibility identified in ATAC-seq of bulk HSCs are conserved among most HSCs at single cell levels (Fig. 4d).

To assess the correlation between changes in chromatin accessibility and transcription, DARs were connected to the nearest genes based on their distance to TSSs. The genes linked to Aged HSC open DARs showed significantly higher levels of expression in aged HSCs than young HSCs (Fig. 4e). Among 381 and 101 genes linked to Aged HSC open and closed DARs, respectively, 60 Aged HSC open genes and 11 Aged HSC closed genes showed up- and downregulation, respectively, greater than twofold in aged HSCs relative to young HSCs (Fig. 4f). Assuming that the genes nearest to DARs are not always the real target of transcriptional regulatory regions at DARs, these results indicate that a significant portion of DARs accounts for differential expression between young and aged HSCs. Of interest, the differential expression of representative DAR-linked genes, which showed expression changes greater than twofold with *q* values < 0.05 in aged HSCs, were sharply resolved upon differentiation (Fig. 4g).

### Altered accessibility of transcription factors in aged HSCs

To investigate the transcription factors that are recruited to DARs, we analyzed the DNA-binding motifs of transcription factors at DARs. The motifs of the ATF family (c-Jun-CRE, Atf1, and Atf2), STAT family (Stat1, Stat3, Stat5), and CNC family (Nrf2, NF-E2, Bach1, Bach2) were enriched in aged HSC open DARs, while the motifs of the MYB family (Myb, AMyb, BMyb), SpiB, Pbx1, and Meis1 were enriched in aged HSC closed DARs (Fig. 5a, Supplementary Data 5j, k). Because of the smaller numbers of DARs in progenitor fractions, not many motifs were enriched in progenitor DARs compared with HSC DARs (Supplementary Fig. 5, Supplementary Table from 5l to 5y). However, among the motifs enriched in Aged HSC open DARs, motifs of IRF family (IRF1, IRF2, ISRE) were significantly enriched in aged MPP1-4 open DARs, while motifs of ATF family were only moderately enriched in aged MPP1 open DARs. Among the motifs enriched in Aged HSC closed DARs, motifs of MYB family (Myb, AMyb, BMyb) were enriched in aged MPP closed DARs. PBX1 and/or RFX motifs were also enriched in MPP and oligopotent progenitor closed DARs. Although a part of DARs were associated with differential expression of DAR-linked genes between young and aged MPPs, the changes in the expression levels of DAR-linked genes in MPPs tended to be low compared with those in HSCs, particularly with genes linked with open DARs in aged MPP cells (Fig. 4f, Supplementary Fig. 6).

**Fig. 5:**
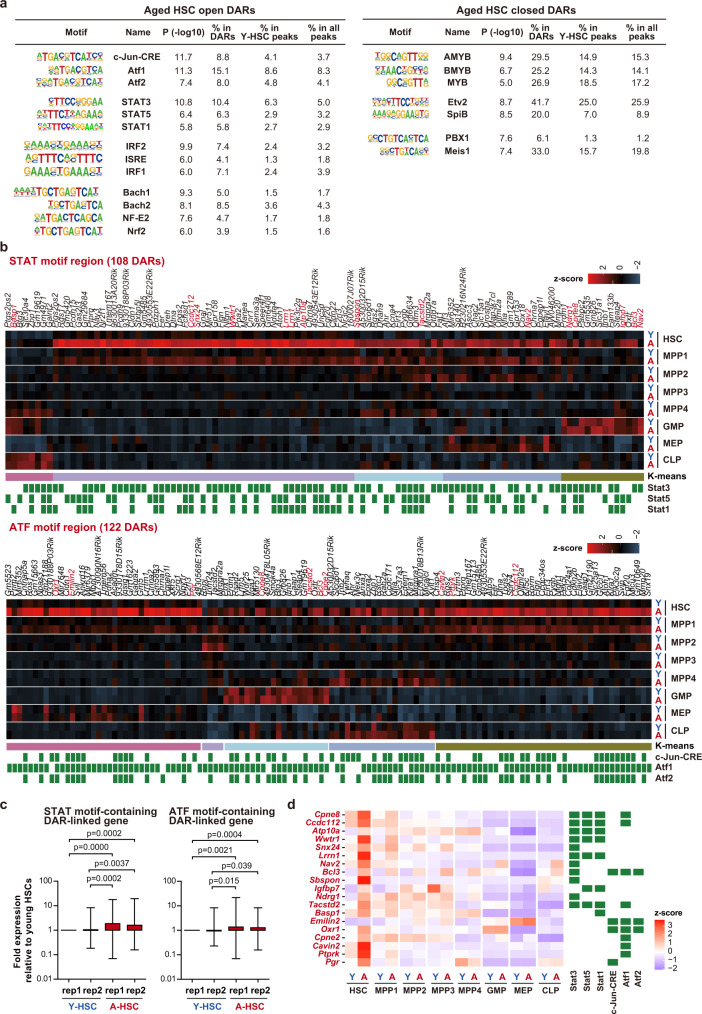
Enrichment of transcription factor binding motifs at DARs in aged HSCs. **a** Motif analysis of open and closed DARs in aged HSCs. Motifs and −log10 *p* values are depicted. The enrichment of each motif in DARs in aged HSCs, the peaks in young HSCs, and the background peaks are indicated. All peaks, which includes 102,992 peaks from all fractions, were used as background. *P* values were derived from Hypergeometric tests of motif analysis. No adjustments were made for multiple comparisons. **b** Heatmap showing the z-scores of ATAC counts (DESeq2 normalized counts) in STAT (upper panel) and ATF motif (lower panel) regions of open DARs in aged HSCs. Regions were divided into 5 clusters using K-means clustering. The distance between DARs and the nearest genes is listed in Supplementary Data 5i. The genes that showed a significant upregulation with *q* values <0.05 in aged HSCs in expression are indicated in red. **c** Box plots showing expression of the genes linked to Aged open DARs containing STAT or ATF motifs. Expression of DAR-linked genes in aged HSCs is indicated as a fold expression relative to that in young HSCs (replication #1) using normalized read counts (DESeq2 normalized counts + 1). STAT-motif and ATF-motif-containing DAR-linked genes (103 and 116 genes, respectively) were examined two biologically independent samples. Data derived from a single experiment are depicted. Boxes represent the 25–75 percentile ranges with the median of horizontal line. The ends of vertical lines represent minimum or maximum values. ns not significant by the Paired Student’s one-tailed *t* tests were performed to calculate *p* values. **d** Heatmap showing the expression values (normalized DESeq2 counts) of genes that showed a significant upregulation in expression in (**b**). The distance between DARs and the nearest genes is listed in Supplementary Data 5i. Source data are provided as a Source Data file.

To further characterize the association between transcription factors and DARs, we focused on ATF and STAT binding motifs that showed a markedly high enrichment in aged HSC open DARs. ATF family transcription factors bind to cAMP response element (CRE). ATF2/c-Jun heterodimer also binds to CRE. Among the transcription factors targeting these motifs, Stat3 and c-Jun exhibited transcriptional upregulation in aged HSCs (Supplementary Fig. 7). DARs with STAT or ATF motifs showed an increased accessibility in aged HSCs, which was moderately retained in MPP1, but considerably resolved in downstream progenitors, except for some DARs (Fig. 5b). Among Aged HSC open DARs, the genes linked to DARs containing STAT or ATF motifs showed significantly higher levels of expression in aged HSCs than young HSCs (Fig. 5c). Differential expression was most evident in HSCs but was attenuated in downstream progenitor cells (Fig. 5d).

Several previous reports showed reduced TGF-β signaling in aged HSCs^23,34,35^. However, the TGF-β signaling gene set did not show enrichment in the transcriptome of aged HSCs in this study (Supplementary Fig. 8a). We next compared Aged HSC open and closed DAR-linked genes with KEGG TGF-β signaling gene set, but they barely overlapped to each other (Supplementary Fig. 8b). Smad motifs did not show significant enrichment in Aged HSC DARs, either (Supplementary Data 5j, k). These results correspond well to the recent report by Flohr Svendsen et al.^30^ and indicate that TGF-β signaling is not profoundly involved in HSC aging.

### Augmented response of DAR-linked genes to cytokines

Since DARs relaxed in aged HSCs showed enrichment of motifs of transcription factors associated with various stresses including cytokine signaling, we next stimulated young and aged HSCs with a mixture of cytokines (SCF, TPO, GM-CSF, IL-1, IL-6, and IL-11) in vitro to investigate the transcriptional response of Aged HSC open DAR-linked genes by RNA-seq analyses. DAR-linked genes showed significantly higher levels of basal expression in aged HSCs than young HSCs. Cytokine stimulation significantly enhanced the expression of DAR-linked genes in both young and aged HSCs at 3 h post-stimulation, which recovered to basal levels by 12 h, indicating that DAR-linked genes include many early-response genes to cytokine stimulation (Fig. 6a, b, Supplementary Data 6). Notably, DAR-linked genes in aged HSCs reached significantly higher levels of expression than in young HSCs (Fig. 6a, b). DARs containing STAT or ATF motifs showed similar behaviors in expression (Fig. 6c), suggesting that aged HSC open DARs contribute to augmented transcriptional responses under stress conditions.

**Fig. 6:**
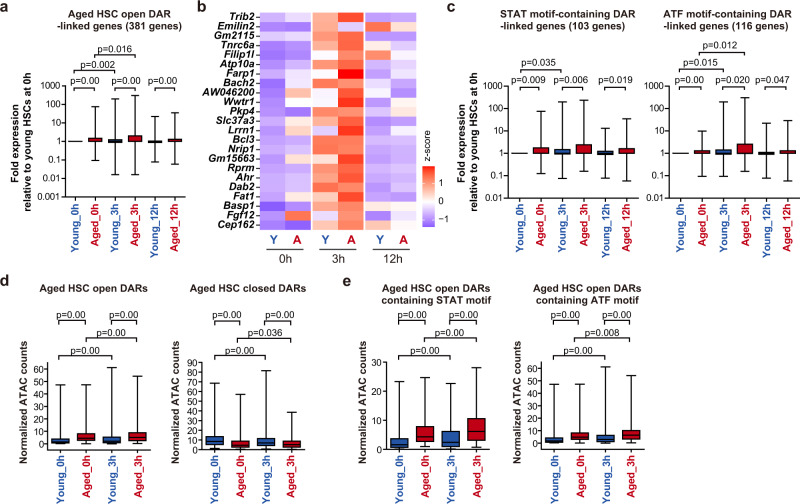
Transcriptional response of DAR-linked genes to cytokine stimulation. **a** Box plots showing fold expression of DAR-linked genes in young and aged HSCs after cytokine stimulation. Young and aged HSCs were stimulated with a mixture of cytokines (SCF, TPO, GM-CSF, IL-1, IL-6, and IL-11) in vitro and subjected to RNA-seq analysis at the indicated time points. Expression of Aged HSC open DAR-linked genes is indicated as a fold expression relative to that in young HSCs (0 h) using normalized read counts (DESeq2 normalized counts + 1). In total 381 Aged HSC open DAR-linked genes were examined. Data derived from a single experiment are depicted. Boxes represent the 25–75 percentile ranges with the median of horizontal line. The ends of vertical lines represent minimum or maximum values. Paired Student’s one-tailed *t* tests were performed to calculate *p* values. **b** Heatmap showing the expression values (DEseq2 normalized counts) of representative genes that showed a significant upregulation greater than threefold (Young 3 h vs. Young 0 h) in (**a**). **c** Box plots showing fold expression of the genes linked to STAT or ATF motif-containing DARs in (**a**). STAT-motif and ATF-motif-containing DAR-linked genes (103 and 116 genes, respectively) were examined. Data derived from a single experiment are depicted. Boxes represent the 25–75 percentile ranges with the median of horizontal line. The ends of vertical lines represent minimum or maximum values. Paired Student’s one-tailed *t* tests were performed to calculate *p* values. **d** Box plots showing normalized ATAC counts (counts per million, CPM) before and after cytokine stimulation of young and aged HSCs at Aged HSC open and closed DARs. Aged open DARs (428) and aged close DARs (119) were examined. Data derived from a single experiment are depicted. Boxes represent the 25–75 percentile ranges with the median of horizontal line. The ends of vertical lines represent minimum or maximum values. Paired Student’s one-tailed *t* tests were performed to calculate *p* values. **e** Box plots showing normalized ATAC counts (CPM) before and after cytokine stimulation of young and aged HSCs at Aged HSC open DARs containing STAT or ATF binding motif. STAT-motif and ATF-motif-containing Aged HSC open DARs (108 and 117 DARs, respectively) were examined. Data derived from a single experiment are depicted. Boxes represent the 25–75 percentile ranges with the median of horizontal line. The ends of vertical lines represent minimum or maximum values. Paired Student’s one-tailed *t* tests were performed to calculate *p* values. Source data are provided as a Source Data file.

Differential chromatin accessibilities in aged HSCs were gradually resolved during differentiation, although they were retained in many progenitor fractions at lower levels than HSCs (Supplementary Fig. 4). We then evaluated the expression changes in MPP fractions after cytokine stimulation in genes linked to Aged HSC open DARs (Supplementary Fig. 9). 

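RNA-seq was performed on multipotent progenitors (MPPs) of C57BL/6 mice, young at 10 weeks and aged at 20 months, before (0 h) and 3 h after the start of culture with the cytokine mixture. All 4 fractions lie among lineage-negative cells with Sca-1, c-Kit and CD34 on their surface. MPP1 carry CD150 and lack CD48 and Flt3, MPP2 carry CD150 and CD48, MPP3 carry CD48 and lack CD150 and Flt3, and MPP4 carry CD48 and Flt3 and lack CD150. The 4 fractions, 2 ages and 2 times make 16 conditions with 1 library each, so no condition had a replicate. The legend of Supplementary Fig. 9 speaks of a single experiment, and the number of mice behind each library is not named in the paper's text. The Methods give 10 ng/ml of each cytokine for the culture of HSCs. RNA was amplified with a kit for very low input, and the reads were aligned to the mm10 build of the mouse genome. A strand setting for the counting is not given in the sources used here. The authors deposited gene counts divided by DESeq2 size factors on the log2 scale with 1 added, and a second table in TPM. In the first table the values of each library are whole multiples of 1 step within a tolerance of 0.05 for 100% of values, which gives back the counts. Total counts in the young libraries were 10644052 to 14321313 (median 13152273) at 0 h and 11014539 to 14073095 (median 11988344.5) at 3 h. In the aged libraries they were 11877387 to 13033850 (median 12656448) at 0 h and 11487026 to 13159141 (median 12003982) at 3 h. Between 13283 and 15023 genes had a count in a library, and the gene with the most counts was the ribosomal Rn45s at 0 h and the ferritin light chain gene Ftl1 at 3 h. The 12575 genes with a mean normalized count of at least 10 were tested on the deposited log2 values with limma at a Benjamini-Hochberg adjusted p under 0.01. The cytokine response was tested over the 8 pairs of 0 h and 3 h libraries and the age difference over the 4 fractions. The fractions thus take the place of replicates, and each p measures how alike a change was over fractions and not over mice. Within 1 fraction there is no test, and the median log2 ratio of a gene list is given with its percentile among 10000 random lists matched on mean expression. Genes that overlap another gene, or have near-identical copies, may share reads with it.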

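At 0 h, the genes linked to Aged HSC open DARs with the largest age difference in MPPs were Wwtr1, Aldh1a1, Sfrp1 and Cpne8. Wwtr1 encodes the transcriptional coactivator TAZ and lies on chromosome 3 of mm10 from 57455649 to 57575910, with open DARs in the second intron at 57512285 to 57512845 and 57555560 to 57556084. Its normalized count was 409 in aged and 19.1 in young MPP1, 341 and 12.4 in MPP2, 246 and 0 in MPP3, and 22.1 and 0 in MPP4. The log2 change over the 4 fractions was 5.38 (SE 0.55, adjusted p = 0.00011, higher in 4 of 4 fractions), a value that depends on the added 1 because 2 young libraries are at 0. Aldh1a1 encodes a retinaldehyde dehydrogenase and has an open DAR at its promoter on chromosome 19 from 20601546 to 20602204. Its normalized count was 3683 in aged and 458 in young MPP1, and 315 in aged and 6.97 in young MPP4 (log2 change 3.91, SE 0.66, adjusted p = 0.0024, 4 of 4 fractions). Sfrp1, a secreted Wnt antagonist, had a log2 change of 3.79 and Cpne8, a calcium-dependent phospholipid-binding protein, one of 3.01. The count of Sfrp1 was 0 in young MPP2, so the size of its change depends on the added 1. Within single fractions, the log2 ratio of aged to young was 4.37 for Ptprk in MPP1, 5.05 for Sbspon in MPP2 and 4.79 for Gnal in MPP3. In MPP4, Aldh1a1 had a ratio of 5.31 and Cpne8 one of 4.42. On the lower side in MPP4, Rag2, which is needed for antigen receptor recombination, had a ratio of -2.09, Filip1l -2.33 and Trib2 -1.70. Lower ratios in the other fractions included -1.71 for Ankrd16 in MPP1, -0.96 for Nipa1 in MPP2 and -1.45 for Cep162 in MPP3. Of the 381 linked genes 185 were expressed, and of these 17 were higher and 3 lower in aged MPPs (17 and 3 when adjusted over the list alone). The other 165 did not pass. Without MPP1, MPP2 or MPP3, 9, 10 and 6 were higher and 0 lower, and without MPP4 17 and 0. Aldh1a1 did not pass without MPP2 or MPP3 (adjusted p = 0.013 and 0.020 by limma), nor Sfrp1 without MPP1 or MPP3 (adjusted p = 0.018 and 0.021). The list stood apart by camera (adjusted p = 0.044), but not with an estimated correlation (adjusted p = 0.072 with an estimated correlation). The median log2 ratio over the 185 genes was 0.19 in MPP1, 0.14 in MPP2 and 0.11 in MPP3, at the 99.94, 99.9 and 99.45 percentile of matched random lists, and 0.045 in MPP4, at the 93.5 percentile. Over all 380 list genes in the table the median was 0 in every fraction, at the 50th percentile, because about as many genes had little or no expression. Of 261 expressed genes that the paper reports as higher in aged HSCs, 86 were higher and 5 lower (114 and 10 when adjusted over the list alone), and 39, 45 and 49 higher without MPP1, MPP2 or MPP3. For them camera gave an adjusted p = 4.8e-17, and adjusted p = 0.064 with an estimated correlation. With those genes left out, a setting chosen after the values were seen, the median over 169 linked genes was 0.14 in MPP1 and 0.093 in MPP2, and 0.055 in MPP3, then at the 88.5 percentile. Among neutrophil markers Ngp, a granule protein gene, had a normalized count of 1280 in young and 14.4 in aged MPP3. Over the 9 expressed markers the median was -3.26, with 0 higher and 2 lower, Camp and Cxcr2 (0 and 5 when adjusted over the list alone), and 0 lower without MPP2, MPP3 or MPP4 and 4 without MPP1. The adjusted p from camera was 0.0017, and adjusted p = 0.42 with an estimated correlation. Of 12 monocyte and macrophage markers Cd14 was higher (1.83) and Vcam1 lower (-1.48; 1 and 1 when adjusted over the list alone), and C1qb, which did not pass and was chosen after its values were seen, had a normalized count of 595 in young and 332 in aged MPP2 and lay lower in aged cells in 4 of 4 fractions. No gene passed limma's test of whether the age difference varied between fractions (0 at an adjusted p under 0.01, 418 at an unadjusted p under 0.05, and 1 with limma-voom). The 418 are fewer than chance alone would give at that threshold among the 12575 genes tested. On simulated counts with a change in MPP4 alone, the test between fractions recovered 0% of genes changed 1.5-fold, 28.4% of those changed 2-fold and 92.4% of those changed 4-fold. The simulated genes all had the same spread, so genes with a wider one would be recovered less often. The difference between the list medians of the fractions was not tested.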

As observed in aged HSCs, the steady-state expression of these genes was slightly elevated in aged MPP1, MPP2, and MPP3, but not in MPP4 compared with young counterparts. After cytokine stimulation, only aged MPP1 showed significantly enhanced upregulation than young MPP1, while aged MPP2, MPP3, and MPP4 showed expression changes comparable to young counterparts. These results clearly indicate that the enhanced cytokine responses of the genes linked to Aged HSC open DARs are lost during differentiation.

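At 3 h, Aldh1a1 and Slamf8 were higher in aged MPPs. Aldh1a1 had a log2 change of 5.11 (SE 0.66, adjusted p = 0.0029, higher in 4 of 4 fractions), with normalized counts of 1513 in aged and 198 in young MPP1 and of 929 in aged and 9.26 in young MPP3. In MPP4 it had 179 in aged and 0 in young cells, so the size of its change depends on the added 1. Slamf8, a receptor of the SLAM family, had a log2 change of 2.67 (SE 0.40, adjusted p = 0.0066, 4 of 4 fractions) at a low level, 19.9 in aged and 2.85 in young MPP1. Its count was 0 in young MPP2 and MPP4, so this size also depends on the added 1. Wwtr1 had a log2 change of 3.35 that did not pass (SE 0.55, adjusted p = 0.012, 4 of 4 fractions), from 1060 in aged and 209 in young MPP1 to 374 in aged and 13.9 in young MPP4. Steap4, a metalloreductase gene with an open DAR in its 3' UTR on chromosome 5 from 7980493 to 7981161, had a normalized count of 0 in 6 of the libraries at 0 h. At 3 h it reached 2036 in aged and 1636 in young MPP1, and 998 in aged and 1726 in young MPP3. Prdm1, the gene of the repressor Blimp-1, reached 1891 in aged and 1793 in young MPP1, and 1440 in aged and 1907 in young MPP4. Over the 4 fractions, 4 of the 185 expressed genes linked to open DARs were higher and 0 lower in aged MPPs at 3 h (5 and 1 when adjusted over the list alone), and 1, 0 and 0 higher without MPP1, MPP2 or MPP3. Aldh1a1 did not pass without MPP2 or MPP3 (adjusted p = 0.022 and 0.046 by limma), nor Slamf8 with any 1 fraction left out (adjusted p from 0.032 to 0.065). The list stood apart by camera with an adjusted p = 0.00022, and adjusted p = 0.014 with an estimated correlation. Over these 185 genes the median log2 ratio was 0.14 in MPP1, 0.15 in MPP2, 0.16 in MPP3 and 0.098 in MPP4, at the 100, 100, 100 and 99.88 percentile of matched lists. Over all 380 list genes in the table it was 0 in every fraction. The paper took another measure, the fold over young HSCs at 0 h for all linked genes. By the mean of that fold, chosen after the values were seen, aged minus young was 2.57, 0.881, -1.96 and -1.32 in MPP1 to MPP4. Without the 5 highest and 5 lowest genes it was 0.793, 0.690, 0.386 and 0.334. By the size of the response itself, 58 of the 185 genes rose at least 2-fold in young and 54 in aged MPP1, 56 and 51 in MPP2, 48 and 48 in MPP3, and 44 and 45 in MPP4. With the 8 libraries at 3 h taken alone, 5 genes in all were higher and 3 lower with age, against 55 and 34 with the spread shared between both times.

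**Figure D1:**
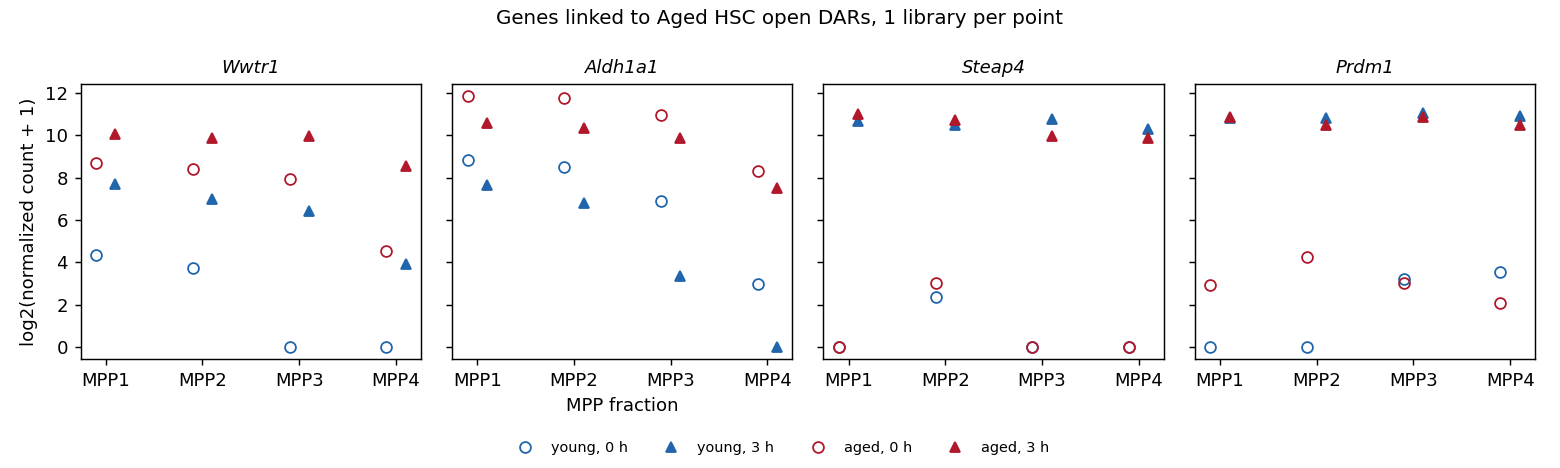
Normalized counts of Wwtr1, Aldh1a1, Steap4 and Prdm1, on the log2 scale with 1 added, in MPP1 to MPP4. Each point is 1 library, with open circles for 0 h, triangles for 3 h, blue for young and red for aged. Aldh1a1 lies higher in the aged library of every fraction at both times, while Steap4 and Prdm1 rise from at most 18.1 to between 942 and 2129 at 3 h in both ages.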

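No gene linked to Aged HSC open DARs passed the test of whether aged MPPs responded differently from young MPPs over the 4 fractions. On simulated counts this test recovered 8.96% of genes changed 1.5-fold, 65.7% of those changed 2-fold and 95.5% of those changed 4-fold. All simulated genes had the same spread beyond counting noise, so these shares do not hold for linked genes with a wider one. It averages the 4 fractions and does not test MPP1 alone. Of the 185 expressed genes 0 had a higher and 0 a lower response by limma at an adjusted p under 0.01 (0 and 0 when adjusted over the list alone). The median over these genes was -0.017, and camera, which ranked the list slightly above other genes, gave an adjusted p = 0.99. Inhba, which encodes a subunit of activin A, had the aged response above the young one in 4 of 4 fractions by 3.14 on the log2 scale, which did not pass (SE 0.80, adjusted p = 0.10). Its normalized count at 3 h was 3829 in aged and 2120 in young MPP1 and 360 in aged and 289 in young MPP4. At 0 h it was at most 12.4 in the young libraries, 4.70 in aged MPP1 and 0 in aged MPP2, MPP3 and MPP4, so the size of this difference depends on the added 1. In single fractions the aged minus young response was 2.37 on the log2 scale for Trib2, a pseudokinase gene, and 1.75 for Chac2 in MPP1. It was 1.87 for Nipa1 in MPP2, -4.62 for Gnal in MPP3, and -2.74 for Spry4, an inhibitor of receptor tyrosine kinase signaling, in MPP4. Each fraction also held genes of the other sign. Among them were Xkr5 at -3.95 in MPP1, Sbspon at -2.24 in MPP2, Aldh1a1 at 2.46 in MPP3 and Il7r at 4.05 in MPP4. Xkr5 in aged MPP1 and Il7r in young MPP4 had a count of 0 at 3 h, so their values depend on the added 1. The median of this difference over the 185 genes was -0.0035 in MPP1, -0.0075 in MPP2, 0.0014 in MPP3 and 0.057 in MPP4, at the 86.3, 48.5, 44.0 and 70.1 percentile of matched lists. Among all 12575 genes 5 had a higher and 24 a lower response in aged MPPs, but 0, 1 and 0 a higher and 3, 4 and 2 a lower one without MPP1, MPP2 or MPP3, and 0 and 9 without the variance trend. The responses differed between the fractions in 176 genes, a count that was 31, 92, 102 and 8 without MPP1, MPP2, MPP3 or MPP4 and 0 without the variance trend. From the enhanced upregulation it finds in aged MPP1 and the comparable changes in aged MPP2, MPP3 and MPP4 in Supplementary Fig. 9, the paper concludes that the enhanced cytokine responses of these genes are lost as HSCs differentiate.

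**Figure D2:**
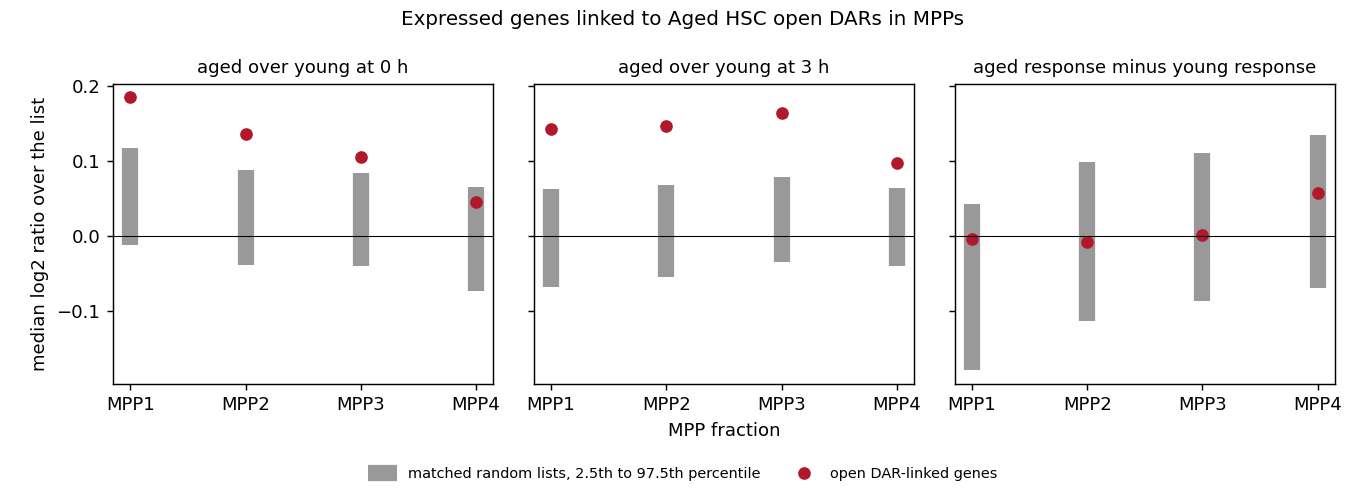
Median log2 ratio over the 185 expressed genes linked to Aged HSC open DARs in MPP1 to MPP4 (red points), for aged over young at 0 h, aged over young at 3 h, and the aged response minus the young response. Grey bars span the central 95% of 10000 matched random lists. The points lie above the bars in MPP1, MPP2 and MPP3 at 0 h and in the 4 fractions at 3 h, and within them for the difference between responses.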

To understand the chromatin accessibility changes after cytokine stimulation at DARs in HSCs, we performed ATAC-seq in young and aged HSCs before and after cytokine stimulation. As expected, we found that chromatin accessibilities at Aged HSC open DARs significantly increased after cytokine stimulation in both young and aged HSCs (Fig. 6d). These trends were similarly observed at DARs containing STAT or ATF motifs (Fig. 6e). These results support the notion that DARs in aged HSCs contribute to augmented transcriptional responses under stress conditions. However, the fold increases in ATAC counts at Aged HSC open DARs were moderate compared with fold changes in transcriptome, suggesting that the Aged HSC open DARs represent active or primed enhancers/promoters. Unexpectedly, chromatin accessibilities at Aged closed DARs significantly decreased after cytokine stimulation (Fig. 6d), suggesting that cytokine stimuli are also associated with the formation of a part of closed DARs.

### Altered histone modifications at DARs in aged HSCs

To understand the epigenomic status of DARs in aged HSCs, we first analyzed our previous whole-genome bisulfite sequencing (WGBS) datasets of HSCs from 10-week-old and 20-month-old mice^9^. DNA methylation levels were significantly decreased at Aged HSC open DARs. In contrast, DNA methylation levels showed no significant change at closed DARs (Supplementary Fig. 10).

We next performed profiling of H3K4me1, H3K27ac, H3K4me3, and H3K27me3 in young and aged HSCs. Most Aged HSC open DARs were located in non-promoter regions. We subdivided them into active (H3K4me1+/H3K27ac+), primed (H3K4me1+/H3K27ac−), and inactive (H3K4me1−/H3K27ac−) enhancers based on their histone modification status. No DARs were assigned to poised enhancers marked with H3K27me3 (Fig. 7a, Supplementary Data 7). Chromatin accessibility was increased in aged HSCs in all subgroups and was significantly enhanced at primed and inactive enhancers upon cytokine stimulation (Fig. 7b–d). H3K27ac levels were also significantly enhanced at primed enhancers upon cytokine stimulation (Fig. 7c–e). In contrast, chromatin accessibility and H3K27ac levels did not significantly change at active enhancers. These results indicate that Aged HSC open DARs comprised active enhancers associated with ongoing stresses and primed and inactive enhancers that can be readily activated upon re-exposure to their upstream stresses.

**Fig. 7:**
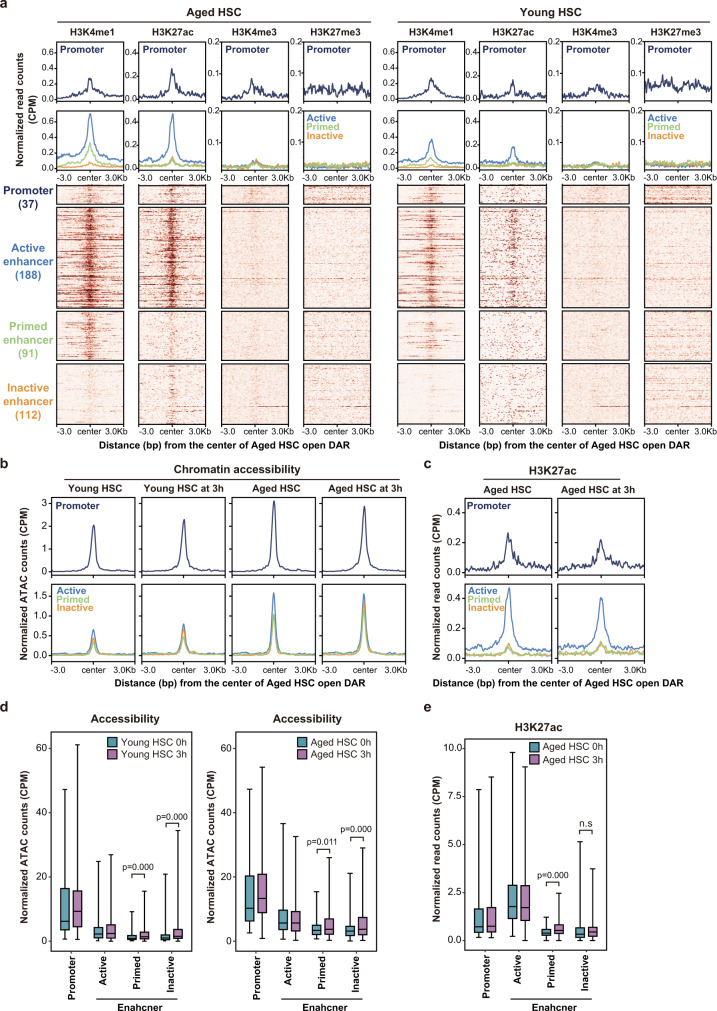
Altered histone modifications at DARs in aged HSCs. **a** Heatmap showing the levels of H3K4me1, H3K27ac, H3K4me3, and H3K27me3 signals at the range of the center of the Aged HSC open DARs ± 3.0 kb in aged HSCs. Aged HSC open DARs were subdivided into promoters and enhancers (active, primed, and inactive enhancers) based on their location and histone modification profiles. The number of DARs are indicated in parentheses. Histone modification profiles of the regions in young HSCs corresponding to Aged HSC open DARs are depicted in the right panels. **b** Chromatin accessibility (normalized ATAC counts) around Aged HSC open DARs in young and aged HSCs before and after stimulation with cytokines. **c** H3K27ac levels around Aged HSC open DARs in aged HSCs before and after stimulation with cytokines. **d** Box plots showing normalized ATAC counts (CPM) at Aged HSC open DARs (corresponding 37 promoters and 188 active, 91 primed, and 112 inactive enhancers) in young (left panels) and aged (right panels) HSCs before and after stimulation with cytokines. Data derived from a single experiment are depicted. Boxes represent the 25–75 percentile ranges. Horizontal bars represent medians. The ends of vertical lines represent minimum or maximum values. Paired Student’s two-tailed *t* tests were performed to calculate *p* values. **e** H3K27ac levels at Aged HSC open DARs (corresponding 37 promoters and 188 active, 91 primed, and 112 inactive enhancers) in aged HSCs before and after stimulation with cytokines. Data derived from a single experiment are depicted. ns, not significant. Paired Student’s one-tailed *t* tests were performed to calculate *p* values. Boxes represent the 25–75 percentile ranges. Horizontal bars represent medians. The ends of vertical lines represent minimum or maximum values. Source data are provided as a Source Data file.

Our results suggest that a key difference between young and aged HSCs in chromatin accessibility is linked to stress exposure. We then examined whether the stress that mimics infection induces DARs that are retained as epigenetic memories in young HSCs. We challenged young mice with Lipopolysaccharide (LPS) and Polyinosinic:polycytidylic acid (polyI:C) 3 times a week for 4 weeks. To detect epigenetic memories in chromatin accessibility, we collected HSCs after 4 weeks of interval and performed ATAC-seq (Supplementary Fig. 11a). Unexpectedly, we found a very small number of DARs in treated HSCs 4 weeks after the challenge (Supplementary Fig. 11b). Accordingly, we did not detect significant changes at Aged HSC DARs in challenged young HSCs (Supplementary Fig. 11c, d). These results indicate that a short-term stress challenge is not sufficient to induce persistent chromatin accessibility changes or epigenetic memories in chromatin in young HSCs, or LPS and poly I:C cannot mimic the real microorganism infection in the induction of epigenetic memory in HSCs.

In this study, HSCs showed the least amount of expression changes, but more chromatin accessibility changes than progenitors. To understand this discrepancy, we evaluated chromatin accessibility around DEGs and found that the chromatin around DEGs was open and showed subtle changes between young and aged HSCs and progenitors (Supplementary Fig. 12), indicating that the expression changes of DEGs with aging do not necessarily accompany significant changes in chromatin accessibility compared with those at Aged HSC DARs detected in this study (Supplementary Fig. 12). In addition, nearly half of the open DARs in aged HSCs appeared to represent primed and inactive enhancers (Fig. 7a), which may also account for the weak correlation between DEG and DARs in aged HSCs. Thus, the weak correlation between DEGs and DARs in HSCs may represent the complex transcriptional and epigenetic regulation in HSCs.

## Discussion

In the present study, we comprehensively profiled the transcriptome and chromatin accessibility in aged HSCs. Transcriptome analysis revealed various differentially expressed genes between young and aged cells in each HSPC fraction, which were much more frequent in progenitors than in HSCs. Conversely, differences in chromatin accessibility tended to decrease during differentiation. We previously reported that switching the aged niche to a young niche largely restored the transcriptional profile of aged HSCs but not their DNA methylation profile^9^. It was also shown that DNA methylation and chromatin accessibility, but not the transcriptional state, in HSCs were relatively stable under various stress conditions, including different niches, suggesting that the epigenome and chromatin structure are responsible for the cell-autonomous behavior of HSCs^36^. These findings indicate that the integrated analysis of the epigenome and transcriptome provides more profound insight into HSC functions than the transcriptome alone.

Alterations in chromatin accessibility preferentially occurred in HSCs, the cells at the top of the hematopoietic hierarchy. The age-associated epigenetic changes in HSCs were considerably retained in MPP1, but gradually resolved and lost in downstream progenitor cells during differentiation. Thus, many of the stresses that target HSCs are thought to induce epigenetic changes preferentially in HSCs, which are not inherited by downstream progenitor cells. Binding motifs of the STAT, ATF, and CNC family transcription factors were significantly enriched in DARs in aged HSCs. These transcription factors are activated in response to external signals such as cytokine signals, inflammation, and oxidative stress, respectively^37–39^. The JAK-STAT pathway is activated by cytokine signals such as thrombopoietin, which promotes self-renewal of HSCs, but also IL-6 and interferons, inflammatory cytokines that affect HSC function. The inflammatory cytokine IL-1β also indirectly activates the JAK-STAT pathway. Among the ATF family transcription factors, Atf2, which forms a homodimer as well as a heterodimer with c-Jun, is activated by SAPKs (p38 and JNK) in response to various stresses, including inflammatory cytokines (IL-1β, IL-6), environmental stresses, and DNA damage^39^. The CNC family includes Nrf2, a master regulator of the antioxidant response, which is essential for maintaining HSCs and their stress-induced regenerative response^40^. Enrichment of these motifs may imply ongoing and/or history of exposure to such stresses and suggests that recurrent exposure to various stress signals induces changes in chromatin accessibility in HSCs.

There is accumulating evidence that supports the inheritance of epigenetic memory induced by various stresses. In particular, immunological memory has been well characterized^41,42^. For example, myeloid cells can show increased responsiveness upon subsequent stimulation with the same or a different stimulus after the initial challenge. This innate immune memory has been termed “trained immunity” and is involved in infections, vaccination, and inflammatory diseases. Trained immunity is mainly based on the epigenetic and metabolic reprogramming of cells^41,43^. Notably, it was shown that C/EBPβ-dependent epigenetic memory induces trained immunity in HSCs upon LPS challenge. Short-term LPS challenge can induce C/EBPβ-dependent chromatin accessibility, resulting in HSC-trained immunity during secondary infection^43^. Corresponding to these findings, a significant part of the genes linked to open DARs showed higher levels of basal expression augmented transcriptional responses upon cytokine stimulation in aged HSCs. Of interest, Aged HSC open DARs comprised not only active enhancers associated with ongoing stresses, but also primed and inactive enhancers that can be activated upon re-exposure to their upstream stresses. These results indicate that aged HSC-specific behaviors are partly scripted in the differentially accessible regions. Importantly, an excess of or sustained responses to external signals sometimes deteriorate hematopoietic homeostasis and impair HSC function, resulting in the promotion of HSC aging. Therefore, the unique behaviors of aged HSCs could be partly attributed to DAR-linked dysregulated stress responses of aged HSCs.

Many epigenomic alterations may also be merely passenger events with little biological meaning. Multiple studies have shown that most of the aberrant DNA methylation events in aged cells and cancers are passenger events, while only some methylation events are driver methylation events^44,45^. Likewise, the epigenomic alterations observed here may also include passenger events in HSC aging. It is challenging to distinguish epigenomic alterations that are crucial for stem cell aging from those that are merely passengers. Further investigation of the physiological and pathological roles of the epigenetic alterations profiled here would decipher the epigenetic mechanisms that contribute to the unique phenotypes of aged HSCs.

In summary, we performed an integrated analysis of the transcriptome and epigenome in aged HSCs and found an array of changes in chromatin accessibility and epigenome which transcriptome analysis could not detect. Our data provide key insights into aging research in hematopoiesis and will also serve as a reference for future studies.

## Methods

### Ethics approval

All experiments using mice were performed in accordance with our institutional guidelines for the use of laboratory animals and approved by the Review Board for Animal Experiments of Chiba University (approval ID: 30–56) and IMSUT (approval ID: PS18–02).

### Mice

Ten-week-old female C57BL/6 mice (B6-CD45.2) were purchased from Japan SLC (Japan) and bred for 16–20 months in the animal experiment facilities of Chiba University and The Institute of Medical Science, The University of Tokyo (IMSUT). Housing conditions were temperature 22 ± 2 °C, humidity 55 ± 5%, light/dark cycle 12 h/12 h (8 a.m.–20 p.m. light).

### Purification of HSCs and flow cytometry

BM cells were isolated by crashing bones from the backbone, pelvis, femurs, and tibiae. Flow cytometric analyses and cell sorting were performed using monoclonal antibodies recognizing the following antigens: CD45.2 (104 1:200 dilution), Gr-1 (RB6-8C5 1:200 dilution), CD11b/Mac-1 (M1/70 1:200 dilution), Ter-119 (TER-119 1:200 dilution), CD4 (GK1.5 1:200 dilution), CD8α (53–6.7 1:200 dilution), B220 (RA3-6B2 1:200 dilution), CD127/IL-7Rα (SB/199 or A7R34 1:100 dilution), CD117/c-Kit (2B8 1:200 dilution), Sca-1 (D7 1:200 dilution), CD135/Flk2 (A2F10 1:200 dilution), CD34 (RAM34 1:50 dilution), CD150 (TC15-12F12.2 1:100 dilution), CD48 (HM48-1 1:200 dilution), and CD16/32 [FcγRII-III (93 1:100 dilution)]. These antibodies were purchased from BD BioSciences, eBioScience, BioLegend, TOMBO, or R&D Systems. Cells were incubated with a mixture of biotin-conjugated monoclonal antibodies against lineage (Lin) markers including Gr-1, Ter-119, B220, CD4, CD8, and IL-7Rα (SB/199) (anti-IL-7Rα was removed from the mixture for CLP staining). Cells were stained further with fluorochrome-conjugated streptavidin and a combination of mAbs as follows: HSCs and MPPs; PerCP-5.5-Streptavidin, fluorescein isothiocyanate (FITC)-anti-CD34, phycoerythrin (PE)-anti-CD150, PE-Cy7-anti-Sca-1, Allophycocyanin (APC)-anti-c-Kit, APC-Cy7-anti-CD48, and Brilliant violet 421-anti-Flt3. GMPs and MEPs: APC-Cy7-streptavidin, FITC-anti CD34, PE-anti-FcγR, PE-Cy7-anti-Sca-1 and APC-anti-c-Kit. CLPs: PerCP-5.5-streptavidin, PE-anti-IL-7Rα (A7R34), PE-Cy7-anti-Sca-1, APC-anti-c-Kit, and Brilliant violet 421-anti-Flt3. Dead cells were removed by staining with 0.5 μg/mL propidium iodide (Sigma-Aldrich). All flow cytometric analyses and cell sorting were performed on FACS Aria III, FACS Canto II, or FACSCelesta (BD). Gating of young and aged HSPCs are indicated in Supplementary Fig. 13.

### Cell-cycle analysis

5-ethynyl-2′-deoxyuridine (EdU) (50 mg/kg) was injected intraperitoneally into mice 1 h before analysis. Cell-cycle status was determined by detecting incorporated EdU using a Click-iT^®^ EdU Flow Cytometry Assay Kit Alexa Fluor™ 647 (Thermo Fisher Scientific). DAPI at a concentration of 0.1 μg/ml was used to stain DNA content. Cells were incubated with a mixture of biotin-conjugated monoclonal antibodies against lineage markers including Gr-1, Ter-119, B220, CD4, CD8, and IL-7Rα (SB/199). Cells were stained further with fluorochrome-conjugated streptavidin and a combination of mAbs as follows: HSCs and MPPs; PerCP-Cy5.5-Streptavidin, FITC-anti-CD34, PE/Cy7-anti-Sca-1, APC/Cy7-anti-c-Kit, and PE-anti-Flt3. GMPs and MEPs: FITC-anti CD34, PE-anti-FcγR, PerCP-Cy5.5-Streptavidin, PE/Cy7-anti-Sca-1, and APC/Cy7-anti-c-Kit. CLPs: PerCP-Cy5.5-streptavidin, PE-anti-IL-7Rα (A7R34), PE/Cy7-anti-Sca-1, and APC/Cy7-anti-c-Kit.

### Stimulation of HSCs with cytokines

Young and aged HSCs were stimulated with a mixture of cytokines (SCF, TPO, GM-CSF, IL-1, IL-6, and IL-11, 10 ng/ml each) (BioLegend) in S-Clone SF-O3 (Sanko Junyaku) supplemented with 10% FBS, 50 μM 2-ME, and 1% GPS.

### RNA-seq and data processing

Total RNA was extracted using the RNeasy Plus Micro Kit (Qiagen) and subjected to reverse transcription and amplification using a SMARTer Ultra Low Input RNA Kit for Sequencing (Clontech). After sonication using an ultrasonicator (Covaris), the libraries for RNA-seq were generated from fragmented DNA using eight cycles of amplification by a NEB-Next Ultra DNA Library Prep Kit (New England BioLabs). After the libraries were quantified using a Bioanalyzer (Agilent), sequencing was performed using HiSeq2500 (Illumina) with a single-read sequencing length of 60 bp. TopHat2 (version 2.0.13; with default parameters) and Bowtie2 (version 2.1.0) were used for alignment to the reference mouse genome (mm10 from the University of California, Santa Cruz Genome Browser;) using the annotation data from iGenomes (Illumina). Normalization and removal of batch effects of count value and significant expression differences were detected using DESeq2 (version 2.2.1)^46^ with raw counts generated from StringTie. DEGs were defined using the cutoff of adjusted *p* values (*q* < 0.01). We used DAVID6.8 for gene ontology (GO) analysis. Normalized counts from DESeq2 were z-score scaled, and then subjected to *t*-SNE and expression heatmap. The value of Reads per kilobase of exon units per million mapped reads (RPKM) was calculated by StringTie (version 1.3.4). Motif analysis of promoters of DEGs was performed using Homer (findMotifs.pl, using the default parameters). The super-computing resources were provided by the Human Genome Center, the Institute of Medical Science, the University of Tokyo (http://sc.hgc.jp/shirokane.html).

### ATAC-seq and data processing

Regarding the ATAC sequence, a transposase reaction was performed using nuclei prepared from freshly sorted 20,000 cells of each fraction. Libraries were generated using a NEB-Next Ultra DNA Library Prep Kit (New England BioLabs, Beverly, MA, USA). Library DNA was size-selected (240–360 bps) using BluePippin (Sage Science, Beverly, MA, USA). Sequencing was performed using HiSeq1500 (Illumina) with a single-read sequencing length of 60 bp. Sequences were aligned to mouse genome sequences (mm10) using Bowtie2 (default setting). Mapped reads were subsampled using samtools to make the numbers of reads in all samples the same. Total read counts in each sample were subsampled to match the smallest one and standardized in library-size as count per million (CPM). In addition, CPM were also corrected in the step of calculation of differentially accessible regions by DESeq2 using the DESeq2 internal method called as the median-of-ratios method, which is similar to the trimmed mean of M values method (TMM)^46^. Macs2 (version 2.2.6) was used to call peaks using nomodel, a narrow peak option. Using a q-value cutoff of 0.001, accessible peaks were detected in each sample The catalog of all peaks called in any samples was produced by merging all called peaks that overlapped by, at least, one base pair using the Bedtools merge function. As a result, a total 102,983 peaks were detected and used as a map file for downstream processing. The Bedtools map function was used to count the reads at each region in the catalog using bed files of each sample. Read count matrix of each sample was used for detection of differentially accessible peaks (DARs) by using DESeq2. For the heatmap, normalized read counts obtained using DESeq2 were z-score-scaled and plotted. For motif analysis, findMotifsGenome.pl of Homer was used with the -size200-mask option. For the annotation of peaks, annotatePeaks.pl of Homer was used with the default settings. For visualization, RPM values of the sequenced reads were calculated for every 200-base pair bin with a shifting size of 100 base pairs by using bed tools, and then converted to a bigWig file using the wigToBigWig tool.

### scATAC-seq and data processing

Young and aged HSCs (10,000 cells) were collected for single cell ATAC-seq. Nuclei were isolated and libraries were prepared according to Chromium Next GEM Single Cell ATAC Reagent Kits v1.1 (10x Genomics). Raw data files (Base call files) were demultiplexed into fastq files using Cell-Ranger ATAC—2.0.0 with mkfastq command. Then, “cellranger-atac count” command was used for Read alignment, barcode counting and peak calling with reference “refdata-cellranger-arc-mm10-2020-A-2.0.0”, generating data of peaks, fragments, barcodes, and count matrix. Subsequent analyses were performed using Signac 1.4.0. For the integration of young and aged datasets, we used the GenomicRanges package to create combined peak regions. Quality control for each single cell were conducted based on these criteria (peak_region_fragments > 3000, peak_region_fragments < 20000, pct_reads_in_peaks > 15, blacklist_ratio < 0.05, nucleosome_signal < 4, and TSS.enrichment > 2). After quality control filtering, 5002 young and 3520 aged HSCs were used for further analysis. The feature plots of accessibility of Aged HSC open and closed regions were obtained using the function of “AddModuleScore”.

### CUT&TAG of histone modifications

Young and aged HSCs (60,000 cells) were collected as inputs. Libraries were prepared using CUT&Tag-IT™ Assay Kit (Active motif) according to manufacturer’s protocol. Anti-H3K27ac (#8173, Cell signaling) and anti-H3K4me1 (#39498, Active motif) were used for reaction. Sequencing was performed using HiSeq1500 (Illumina) with a single-read sequencing length of 60 bp. Sequences were aligned to mouse genome sequences (mm10) using Bowtie2 (default setting). For the peak calling and data normalization, Macs2 and DEseq2 were utilized in the same way as described in the section on ATAC-seq. BAM files are converted to bigwig format using deeptools with the command “bamCoverage -binSize 20 -normalizeUsing CPM -smoothLength 60”. Heatmap was created using deeptools “computeMatrix” and “plotHeatmap” functions. CPM were calculated using Bedtools. To separate the promoter and non-promoter regions, we used the “annotatePeaks.pl” function of the Homer program and defined a promoter as one that was annotated as a promoter-TSS in the default setting. For the definition of active, primed, and inactive enhancers, we assessed overlap of ATAC peaks, H3K4me1 peaks, and H3K27ac peaks generated from MACS2. To detect even the smallest of peaks of H3K4me1 and H3K27ac, we loosened the p value criterion to 0.01, and performed peak calls of histone modifications. If the peak overlapped with both H3K4me1 and H3K27ac peak, it was considered active; if it overlapped with H3K4me1 and not with H3K27ac, it was considered primed; and if it did not overlap with H3K4me1, it was considered inactive.

### ChIP-seq and data processing

A ChIP analysis was performed as described previously^47,48^. Cells were cross-linked with 0.5% formaldehyde at 37 °C for 2 min, washed with PBS containing 2% FBS, lysed with ChIP buffer (10 mM Tris-HCl pH 8.0, 200 mM NaCl, 1 mM CaCl2, 0.5% NP40, and protease inhibitor cocktail), and sonicated for 5 s × 3 times (90 s on ice) using a Bioruptor (Cosmo Bio). Cells were digested with micrococcal nuclease (MNase) (NEB) at 37 °C for 40 min and treated with 10 mM EDTA to stop the reaction. After the addition of an equal volume of RIPA buffer (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% NP40, 0.5% sodium deoxycholate, and 0.1% SDS), cells were resonicated for 5 s × 10 times (300 s on ice) using the Bioruptor. After centrifugation, the soluble chromatin fraction was immunoprecipitated at 4 °C overnight with Dynabeads M-280 Sheep anti-Rabbit IgG conjugated with an anti-H3K27me3 (07-449, Millipore), or anti-H3K4me3 (07-473, Millipore) antibody. Immunoprecipitates were washed with high salt ChIP buffer (500 mM NaCl) four times and TE buffer (10 mM Tris-HCl pH 8.0 and 1 mM EDTA) twice. Bound chromatin and 25 μl of input DNA were suspended in 47.5 and 22.5 μl of elution buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA, 1% SDS, and 250 mM NaCl), respectively, and vortexed. After the addition of 5 μl of 5 M NaCl, the solutions were incubated at 65 °C for 4 hr and then treated with 25 μg/ml RNase A (Sigma-65 Aldrich) at 37 °C for 30 min and 0.1 mg/ml proteinase K (Roche) at 50 °C for 1 h to reverse formaldehyde crosslinking. Eluted DNA was purified with a MinElutePCR Purification Kit (Qiagen). DNA libraries were prepared from input and ChIP DNA samples using a ThruPLEX DNA-seq Kit (Rubicon Genomics) according to the manufacturer’s instructions. DNA libraries were quantified using high sensitivity Chip on the Bioanalyzer (Agilent) and sequencing was performed using HiSeq1500 (Illumina) with a single-read sequencing length of 60 bp. Sequences were aligned to mouse genome sequences (mm10) with Bowtie2 (default setting). BAM files are converted to bigwig format using deeptools with the command “bamCoverage -binSize 20 -normalizeUsing CPM -smoothLength 60”. Heatmap was created using deeptools “computeMatrix” and “plotHeatmap” functions.

### WGBS data processing

We used deposited data of DRA009270. Data processing was performed as described previously.^9^ In summary, WGBS data were mapped to the mouse genome (mm10) using Bismark software (Babraham Institute, Cambridge, UK). Methylation scores were calculated as the number of unconverted reads divided by the number of total reads at ATAC peak regions.

### Statistical analysis

Statistical tests were performed using GraphPad Prism version 8. The statistical test used for each analysis was indicated in figure legends

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

## Data Availability

The NGS data generated in this study have been deposited in the NCBI Gene Expression Omnibus as SuperSeries under accession code GSE162662 composed of the following SubSeries: GSE162551 (ATAC-seq), GSE162607 (RNA-seq), and GSE169206 (RNA-seq after cytokine stimulation), GSE190422 (RNA-seq of MPPs after cytokine stimulation), GSE190419 (ATAC-seq in the cytokine and LPS/polyI:C challenge experiments), GSE190420 (CUT&TAG-seq), GSE162570 (ChIP-seq), and GSE190424 (single cell ATAC-seq). Source data are provided with this paper.

## Source data

Source Data

## Code availability

All codes and scripts used for the analyses are stored in Github [https://github.com/Itokawa-Naoki/Aging_HSC] and deposited to repository with the following 10.5281/zenodo.6336320 [10.5281/zenodo.6336320].

# Supplementary material for: Epigenetic traits inscribed in chromatin accessibility in aged hematopoietic stem cells
**Source:** Nat Commun. 2022 May 16;13:2691. doi: 10.1038/s41467-022-30440-2
**Supplement:** Supplementary file 1 — Supplementary Information

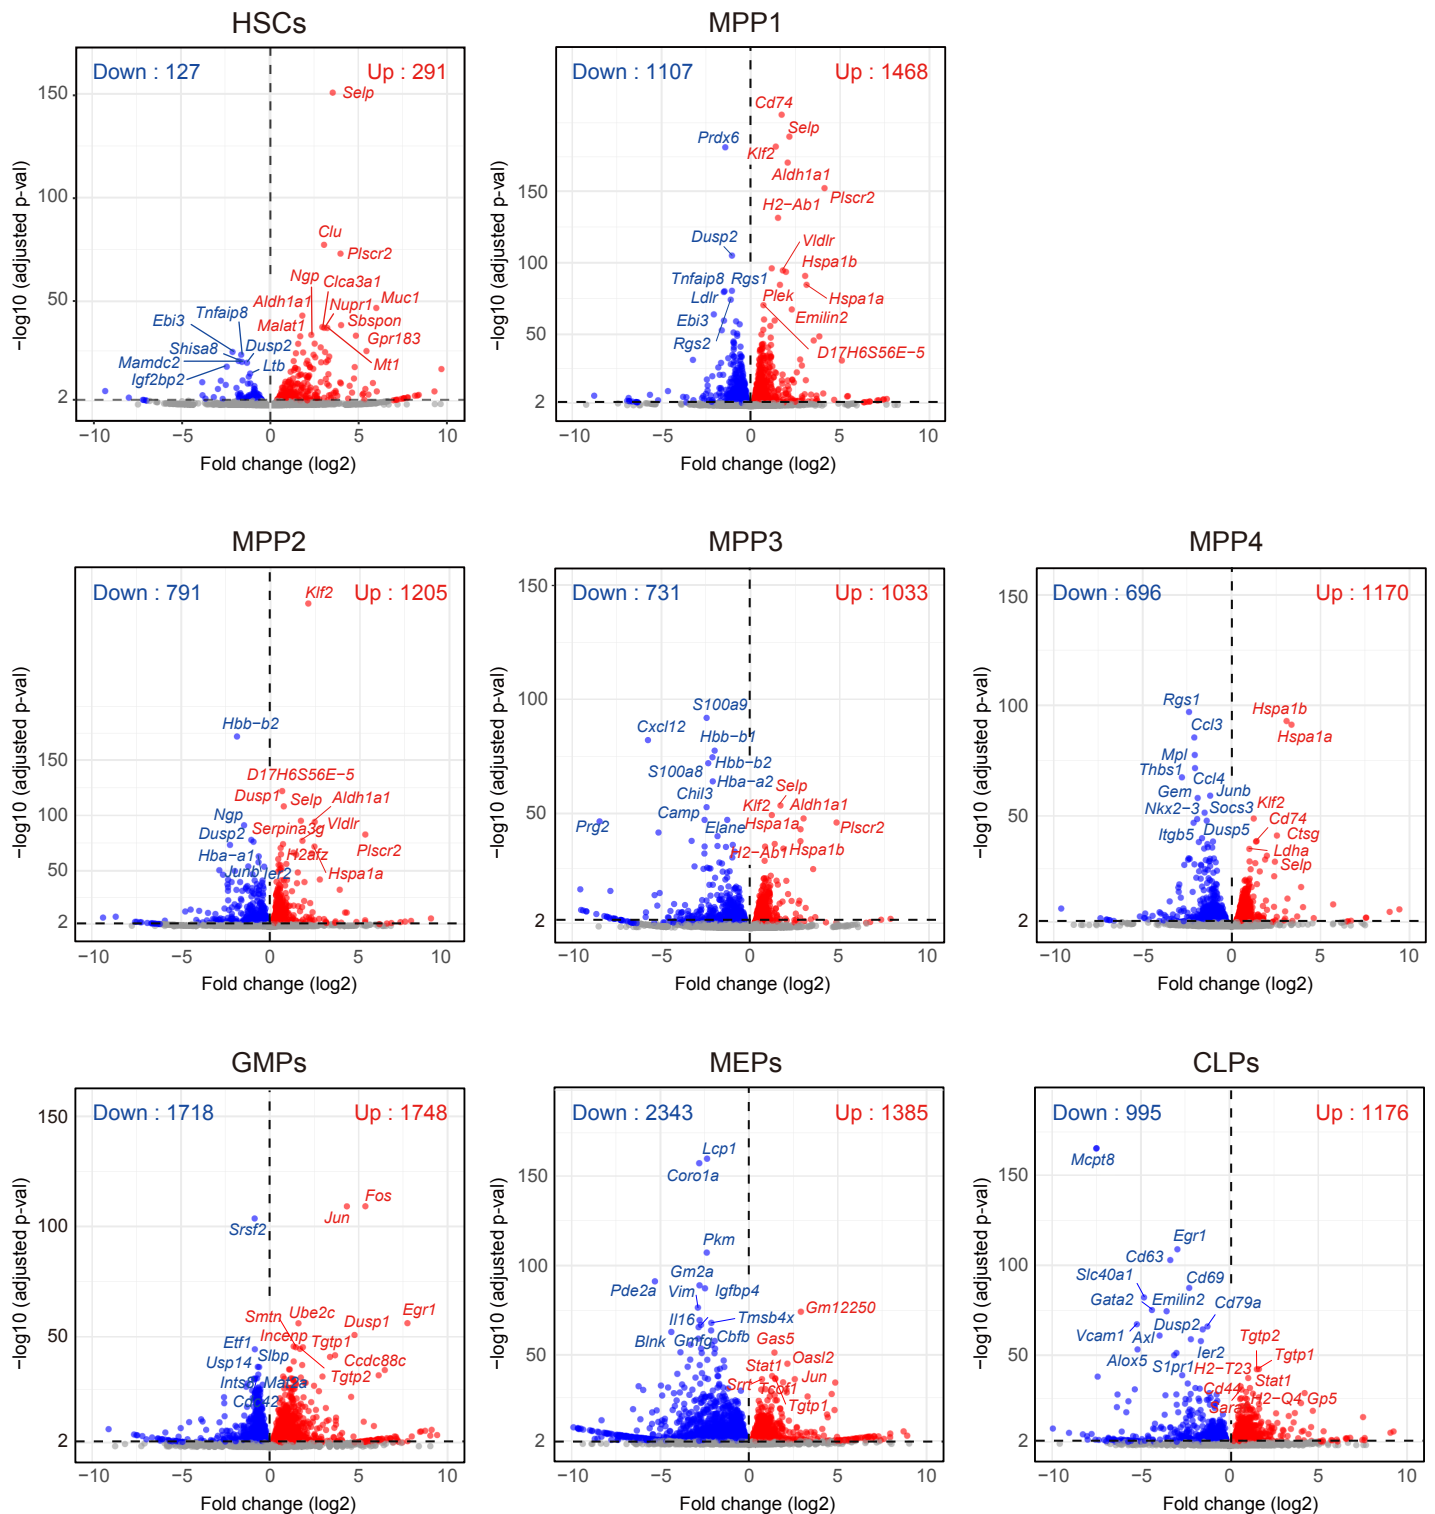

Supplementary Figure 1. Differentially expressed genes in age HSPCs

Volcano plot showing the differentially expressed genes (DEGs) between young and aged counterparts in each HSPC fraction. The vertical axis (y-axis) displays adjusted p-values, and the horizontal axis (x-axis) displays the log2 fold change values. The red and blue dots represent the up (UP) and down (DOWN) DEGs with aging. A cutoff $q < 0.01$ was used to define the DEGs. P-values were calculated by Generalized linear model. Multiple comparisons were corrected as q-values by Benjamini-Hochberg method.

a

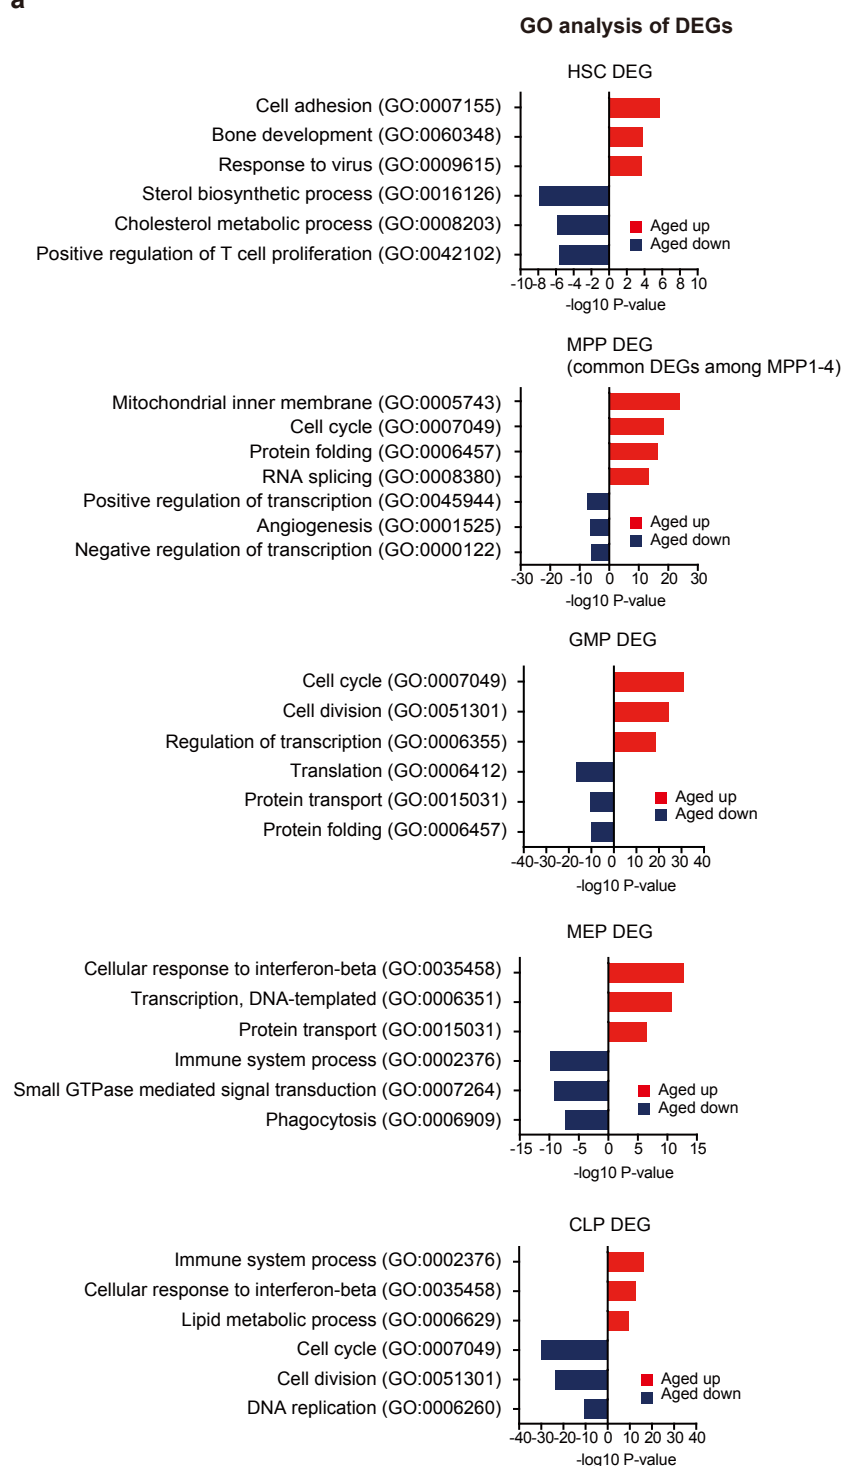

b

Promoter Motif analysis of DEGs

HSC DEG			
No significant motif		No significant motif	
MPP DEG<br>(common DEGs among MPP1-4)			
Aged up	<i>p</i> -value		
NFY (CCAAT)	10 ⁻¹³		
E2F7 (E2F)	10 ⁻¹²	No significant motif	
E2F4 (E2F)	10 ⁻¹²		
Elk4	10 ⁻⁷		
GMP DEG			
Aged up	<i>p</i> -value	Aged down	<i>p</i> -value
YY1 (Zf)	10 ⁻¹³	Elk1 (ETS)	10 ⁻²³
ISRE (IRF)	10 ⁻⁶	Elk4 (ETS)	10 ⁻²²
NFY (CCAAT)	10 ⁻⁵	ELF1 (ETS)	10 ⁻²¹
IRF1 (IRF)	10 ⁻⁴	GABPA (ETS)	10 ⁻¹⁸
MEP DEG			
Aged up	<i>p</i> -value	Aged down	<i>p</i> -value
YY1 (Zf)	10 ⁻¹⁶	SpiB (ETS)	10 ⁻¹¹
ISRE (IRF)	10 ⁻¹⁰	PU.1 (ETS)	10 ⁻⁹
Elk4 (ETS)	10 ⁻⁹	Fli1 (ETS)	10 ⁻⁹
ETS (ETS)	10 ⁻⁹	GABPA (ETS)	10 ⁻⁷
CLP DEG			
Aged up	<i>p</i> -value	Aged down	<i>p</i> -value
ISRE (IRF)	10 ⁻¹⁷	NFY (CCAAT)	10 ⁻¹¹
IRF2 (IRF)	10 ⁻¹⁵	E2F1 (E2F)	10 ⁻⁸
IRF1 (IRF)	10 ⁻¹³	E2F4 (E2F)	10 ⁻⁷
PU.1:IRF8	10 ⁻⁸	E2F7 (E2F)	10 ⁻⁶

Supplementary Figure 2. Gene Ontology and motif analyses of differentially expressed genes

(a) Gene Ontology (GO) analysis of DEGs. Significant biological process GO terms were selected. The horizontal axis indicates the $-\log_{10}$ p-values. Red and blue bars represent the enriched terms in aged up and down DEGs, respectively. P-values were calculated by Fisher's Exact test. No adjustments were made for multiple comparisons.

(b) Motif analysis of promoters of DEGs in each fraction. Motif name and p-values are shown. Hypergeometric tests were performed to calculate p-values. No adjustments were made for multiple comparisons.

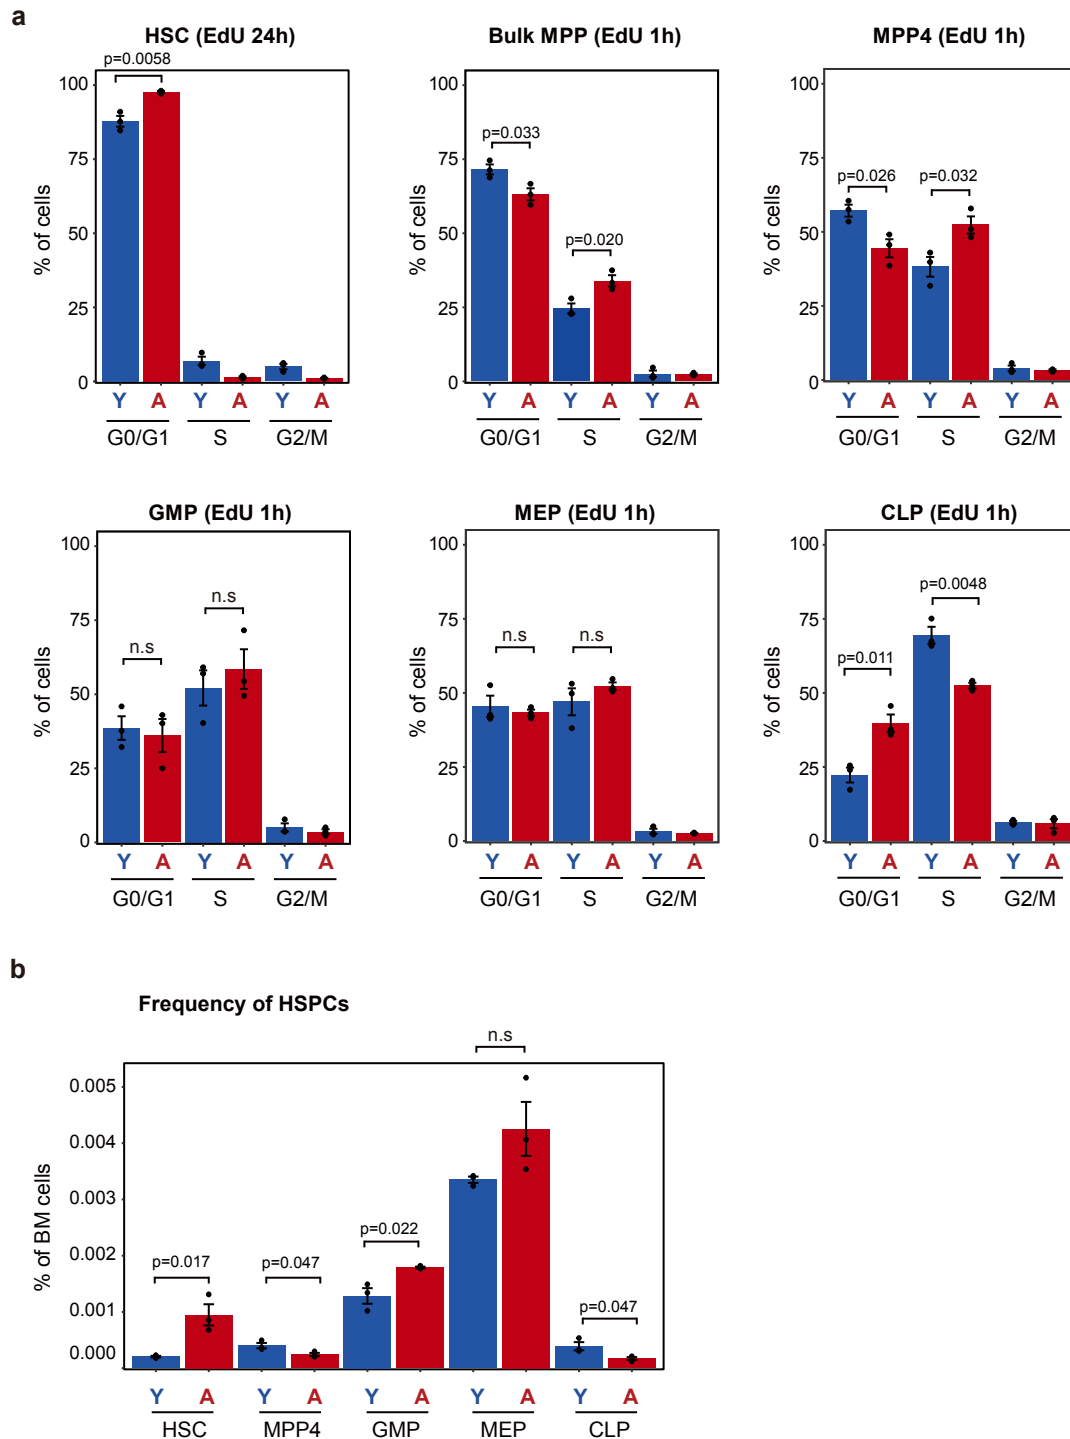

Supplementary Figure 3. Cell cycle status of young and aged HSPCs

(A) Cell cycle of young and aged HSPCs detected by EdU incorporation assays. EdU was injected into mice 24 hours and 1 hour before the analysis of HSCs and other progenitors, respectively. Data are shown as the mean $\pm$ SEM ($n=3$, biologically independent samples). ns, not significant. Unpaired two-tailed Student's t -tests was used to calculate p-values.

(B) Proportions of HSPCs in the BM of young and aged mice. Data are shown as the mean $\pm$ SEM ($n=3$, biologically independent samples). ns, not significant. Unpaired two-tailed Student's t -tests.

Aged MPP1 open DARs

Motif	Name	P (-log10)	% in DAR	% in Y-MPP1 peaks	% in all peaks
	ISRE	11.6	11.7	1.2	1.5
	IRF1	6.0	11.7	2.2	3.5
	IRF2	5.9	10.2	2.1	2.7
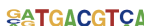	Atf1	5.4	20.5	8.3	9.5

Aged MPP2 open DARs

Motif	Name	P (-log10)	% in DAR	% in Y-MPP2 peaks	% in all peaks
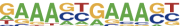	IRF2	6.4	13.6	1.9	2.9
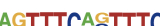	ISRE	5.2	9.1	1.0	1.6
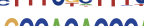	Klf4	5.0	15.9	9.6	5.1
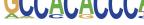	PRDM1	4.1	15.9	4.4	6.2

Aged MPP3 open DARs

Motif	Name	P (-log10)	% in DAR	% in Y-MPP3 peaks	% in all peaks
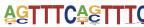	ISRE	10.8	20.8	1.1	1.4
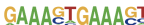	IRF1	9.3	25.0	2.1	3.2
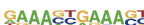	IRF2	7.9	20.8	2.1	2.6
	GATA2	4.6	25.0	6.6	7.9
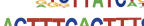	PRDM1	4.2	20.8	4.6	6.7

Aged MPP4 open DARs

Motif	Name	P (-log10)	% in DAR	% in Y-MPP4 peaks	% in all peaks
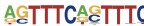	ISRE	15.1	11.7	1.3	1.6
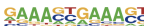	IRF2	14.6	14.8	2.2	2.8
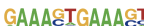	IRF1	10.5	13.8	2.4	3.5
	PU1:IRF8	9.5	17.0	3.5	5.7
	Bcl6	7.6	25.5	10.2	12.5
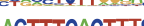	PRDM1	7.2	15.9	4.9	6.3

Aged GMP open DARs

Motif	Name	P (-log10)	% in DAR	% in Y-GMP peaks	% in all peaks
	Gata2	10.1	26.3	4.4	8.2
	Gata1	9.6	24.5	4.0	7.5
	ETS:RUNX	6.9	14.0	4.1	3.6

Aged MPP1 close DARs

Motif	Name	P (-log10)	% in DAR	% in Y-MPP1 peaks	% in all peaks
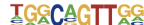	AMYB	16.0	46.0	15.7	14.5
	MYB	14.8	48.0	19.0	16.8
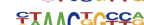	BMXB	12.8	40.0	14.8	13.3
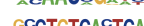	PBX1	8.7	10.0	1.5	1.04

Aged MPP2 close DARs

Motif	Name	P (-log10)	% in DAR	% in Y-MPP2 peaks	% in all peaks
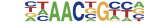	BMXB	9.2	32.2	14.8	15.9
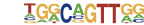	AMYB	8.1	32.2	15.5	16.9
	Fra1	7.9	22.2	10.2	9.7
	MYB	6.8	33.3	18.9	19.2

Aged MPP3 close DARs

Motif	Name	P (-log10)	% in DAR	% in Y-MPP3 peaks	% in all peaks
	BMXB	8.2	35.5	14.8	14.1
	MYB	7.7	40.0	18.9	17.8
	AMYB	7.2	35.5	15.5	15.4
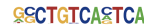	PBX1	6.6	8.9	1.3	1.1
	RFX	6.5	11.1	2.2	1.8

Aged MPP4 close DARs

Motif	Name	P (-log10)	% in DAR	% in Y-MPP4 peaks	% in all peaks
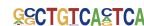	PBX1	8.4	7.1	1.3	1.0
	ZNF189	6.5	17.8	7.2	6.5

Aged GMP close DARs

Motif	Name	P (-log10)	% in DAR	% in Y-GMP peaks	% in all peaks
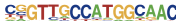	RFX	11.5	23.8	1.8	1.4
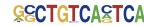	PBX1	9.6	19.0	1.2	1.1

Aged MEP close DARs

Motif	Name	P (-log10)	% in DAR	% in Y-MEP peaks	% in all peaks
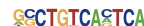	PBX1	8.4	27.2	1.7	1.1
	RFX	7.9	27.2	2.2	1.3

Aged CLP close DARs

Motif	Name	P (-log10)	% in DAR	% in Y-CLP peaks	% in all peaks
	RFX	6.0	17.6	2.2	1.6

Supplementary Figure 5. Motif enriched in open and closed DARs in aged progenitors.

Motifs and -log10 p-values are depicted. The enrichment of each motif in DARs in aged progenitors, the peaks in young progenitors, and the background peaks are indicated. All peaks, which includes 102,992 peaks from all fractions, were used as background. P-values were derived from Hypergeometric tests of motif analysis. No adjustments were made for multiple comparisons. Source data are provided as a Source Data file.

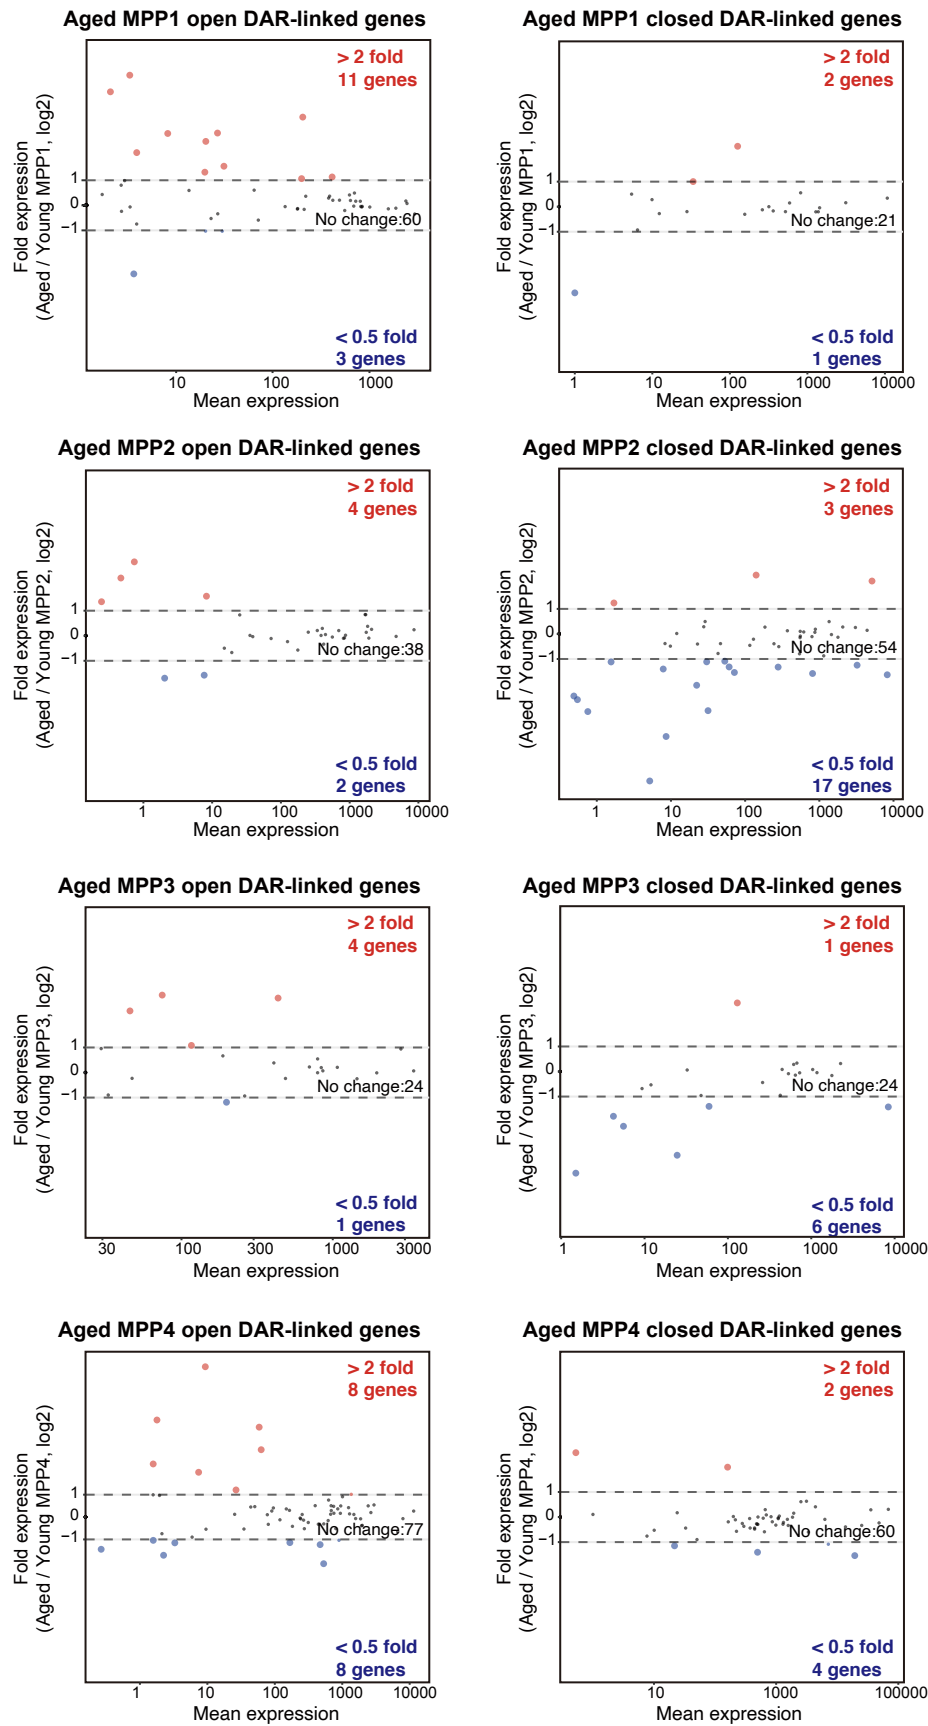

Supplementary Figure 6. MA plots showing expression of Aged progenitor DAR-linked genes. The pink and blue dots represent up- and down-regulated DAR-linked genes in aged MPPs greater than 2-fold relative to young MPPs, respectively.

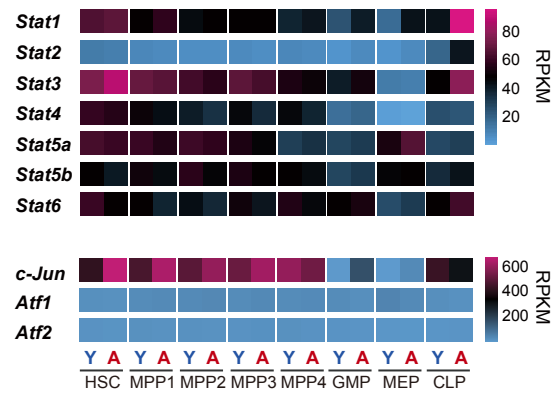

Supplementary Figure 7. Expression of transcription factor genes enriched in Aged HSC open DARs
Heatmap showing the expression values (RPKM) of STAT and ATF family transcription factor genes and *c-Jun*.

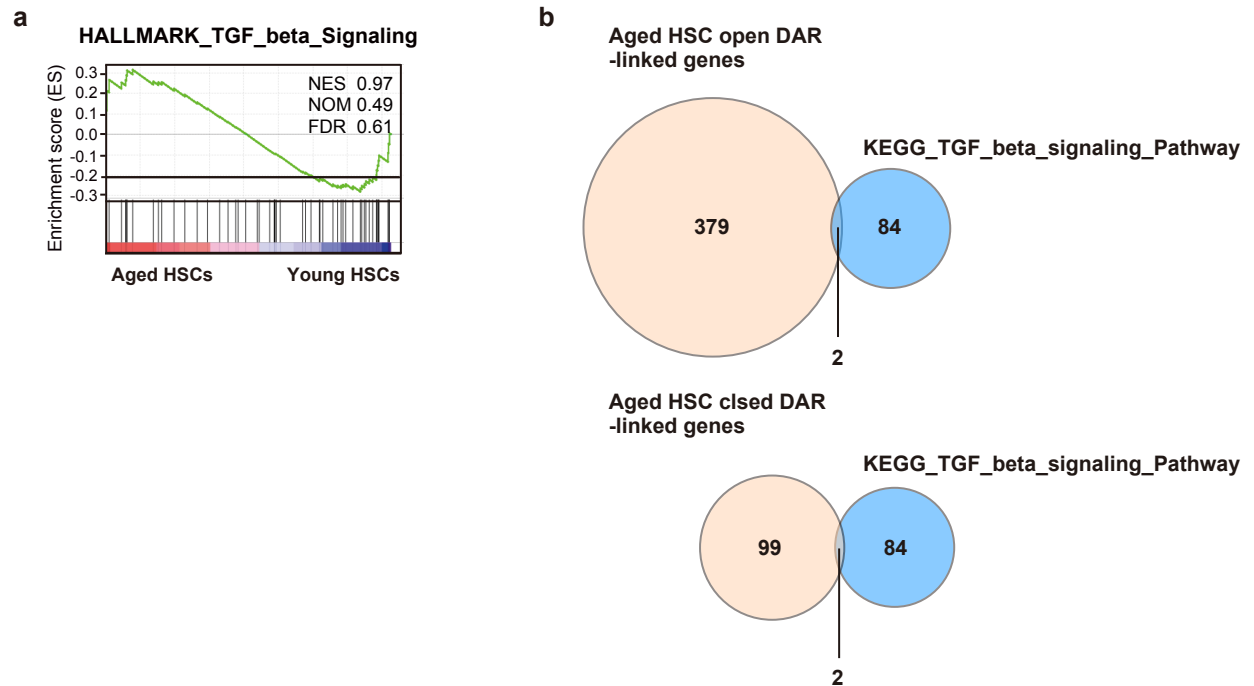

Supplementary Figure 8. TGF- β signaling in aged HSCs

(a) GSEA plot for HALLMARK_TGF_beta_Signaling (M5896) gene set in aged HSCs compared with young HSCs. Normalized enrichment scores (NES), nominal p values (NOM), and false discovery rates (FDR) are indicated.

(b) Venn diagrams showing the overlap between Aged HSC open and closed DAR-linked genes with KEGG_TGF_beta_Signaling_Pathway (M2642) gene set.

Aged HSC open DAR-linked genes

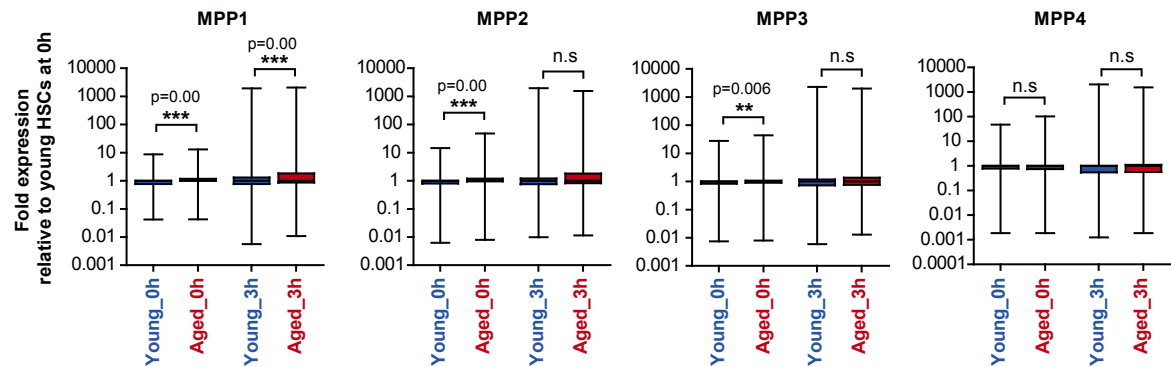

STAT motif-containing DAR-linked genes

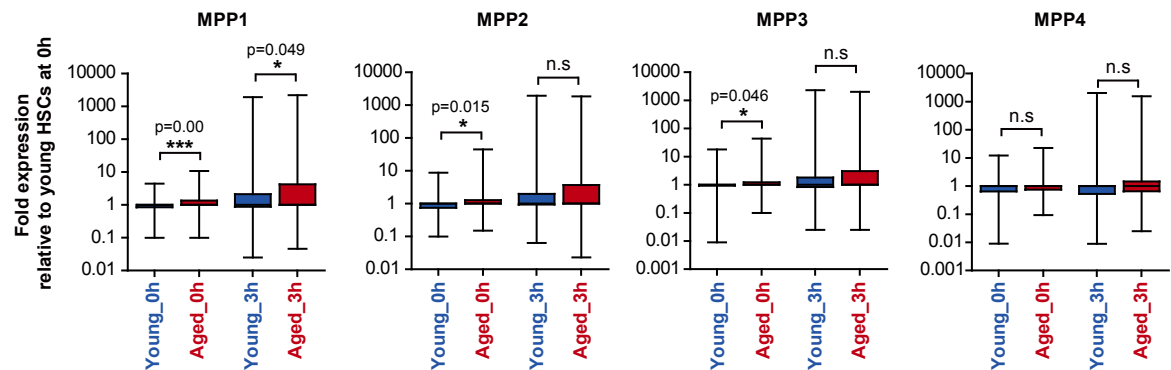

ATF motif-containing DAR-linked genes

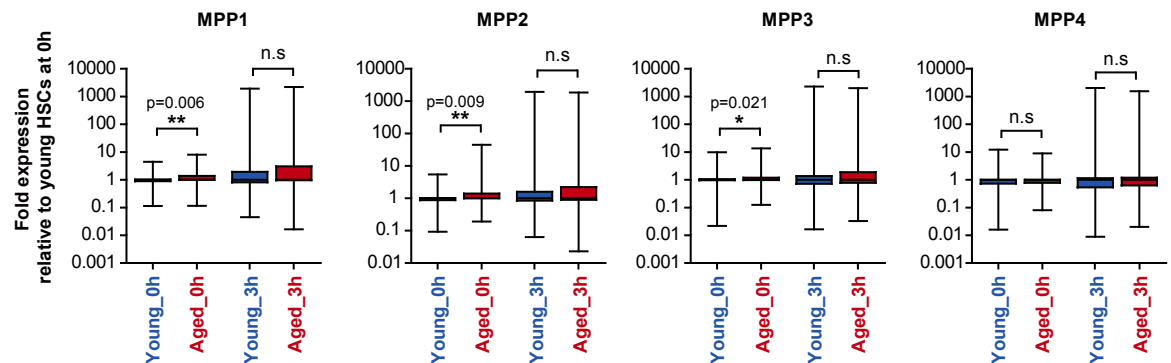

Supplementary Figure 9. Cytokine responsiveness of DAR-linked genes in progenitors

Fold expression of DAR-linked genes in young and aged MPPs after cytokine stimulation. Young and aged MPPs were stimulated with a mixture of cytokines (SCF, TPO, GM-CSF, IL-1, IL-6, and IL-11) in vitro and subjected to RNA-seq analysis at the indicated time points. 

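After 3 h of culture with the cytokines, 4403 genes were higher and 4332 lower over the 8 pairs of libraries. Targets of NF-kB rose together, 22 of 23 higher and 0 lower (22 and 0 when adjusted over the list alone). Their camera adjusted p was 8.8e-08, and adjusted p = 0.039 with an estimated correlation. Among them Il1b had a log2 change of 11.34 (SE 0.31), Il6 of 11.31 (SE 0.35) and Traf1, an adaptor of TNF receptors, of 6.71 (SE 0.20), each in 8 of 8 pairs. Il6 went from at most 14.4 normalized counts at 0 h to 9098 in young and 15897 in aged MPP1, so the size of its fitted change depends on the added 1. Of 20 JAK-STAT feedback genes and STAT targets, 18 were higher and 0 lower (18 and 0 when adjusted over the list alone), with Il2ra at 11.92, Osm at 3.75 and Bcl3 at 3.71. This list had a camera adjusted p = 3.2e-05, and adjusted p = 0.27 with an estimated correlation. Of 18 genes of cholesterol synthesis and uptake, 17 were higher and 0 lower (17 and 0 when adjusted over the list alone). By camera the adjusted p was 1.9e-08, and adjusted p = 0.35 with an estimated correlation. Hmgcs1 rose by 5.89 (SE 0.17), Idi1 by 4.84 and Ldlr, the receptor that takes up low-density lipoprotein, by 4.65. Of 12 NRF2 targets 12 were higher and 0 lower (12 and 0 when adjusted over the list alone), among them Srxn1 at 4.69 and Nqo1 at 3.19, which serve the defence against oxidants. Camera returned an adjusted p = 4.5e-05 here, and adjusted p = 0.22 with an estimated correlation. Of 15 genes of the ATF4 and amino acid response 11 were higher and 1 lower (11 and 1 when adjusted over the list alone), led by the cystine transporter gene Slc7a11 at 9.19 and by Asns, the asparagine synthetase gene, at 3.57. These genes had a camera adjusted p = 0.0076, and adjusted p = 0.42 with an estimated correlation. Of 14 proapoptotic genes and p53 targets 10 were higher and 1 lower (11 and 1 when adjusted over the list alone), with Fas at 3.70 and the cell cycle inhibitor gene Cdkn1a at 2.91. As a list they had a camera adjusted p = 0.022, and adjusted p = 0.27 with an estimated correlation. Genes of G2/M fell, 17 of 20 lower and 2 higher (17 and 2 when adjusted over the list alone), with Ccnb2 at -3.24 and Mki67 higher at 2.30. The G2/M list had a camera adjusted p = 0.00049, and adjusted p = 0.59 with an estimated correlation. Of 20 DNA replication genes and E2F targets 16 were lower and 1 higher (16 and 1 when adjusted over the list alone), with Mcm7 at -2.76 and Mcm2 at -2.14. The replication list had a camera adjusted p = 4.5e-05, and adjusted p = 0.35 with an estimated correlation. Of 10 genes of the receptors of the cytokine mixture 3 were higher and 5 lower (3 and 5 when adjusted over the list alone), and of 6 sort antigens 2 and 4 (2 and 4 when adjusted over the list alone). Neither list stood apart (camera adjusted p = 0.52 and 0.27). Flt3 had a log2 change of -3.89, Cd48 of -3.35, Kit, the receptor of SCF, of -3.24 and Mpl, the receptor of TPO, of -2.70 (8 of 8 pairs each). Slamf1, which encodes CD150, was higher by 3.67, also in 8 of 8 pairs. Cd27 was lower by a log2 change of -6.10 and the platelet glycoprotein gene Gp5 by one of -5.67. Every 3 h library came from a culture with cytokines, so the cytokines and the culture step are not separated.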

Expression of DAR-linked genes is indicated as a fold expression relative to that in young HSCs (0 hour) using normalized read counts (DESeq2 normalized counts +1). DAR-linked genes (381), STAT motif-containing DAR-linked genes (103), and ATF motif-containing DAR-linked genes (116) were examined. 

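Among genes linked to Aged HSC open DARs with a STAT or an ATF motif, Wwtr1 (STAT), Rprm (ATF) and Cpne8 (both) were higher in aged MPPs at 0 h. Rprm, the gene of the cell cycle inhibitor Reprimo, had a log2 change of 2.79 (SE 0.38, adjusted p = 0.00071, 4 of 4 fractions), with a normalized count of 153 in aged and 28.7 in young MPP1. Matching the regions of the source data to the table of DARs gave 108 regions and 104 genes with a STAT motif and 117 regions and 114 genes with an ATF motif. Of 48 expressed genes with a STAT motif 4 were higher and 1 lower at 0 h (4 and 1 when adjusted over the list alone). Of 54 with an ATF motif 8 were higher and 1 lower (9 and 1 when adjusted over the list alone). Without MPP1, MPP2 or MPP3, 5, 6 and 4 ATF genes were higher at 0 h, and in either list 0 were lower with any 1 fraction left out. At 3 h 0 genes of either list passed without MPP1, MPP2 or MPP3. The camera adjusted p was 0.0097 for the STAT and 0.0096 for the ATF genes, and adjusted p = 0.072 with an estimated correlation for either. The median log2 ratio at 0 h for the STAT genes was 0.31 in MPP1, 0.33 in MPP2, 0.20 in MPP3 and 0.094 in MPP4, at the 99.93, 99.99, 99.63 and 93.7 percentile of matched lists. For the ATF genes it was 0.36, 0.29, 0.16 and 0.11, at the 99.99, 99.99, 97.48 and 91.7 percentile. At 3 h the STAT genes had a median of 0.32 in MPP1, 0.24 in MPP2, 0.17 in MPP3 and 0.18 in MPP4, at the 100, 99.98, 99.39 and 99.84 percentile, with 1 gene higher and 0 lower over the fractions (3 and 0 when adjusted over the list alone). Here camera gave an adjusted p = 0.00023, and adjusted p = 0.033 with an estimated correlation. The ATF genes had a median at 3 h of 0.17 in MPP1, 0.11 in MPP2, 0.19 in MPP3 and 0.19 in MPP4, at the 99.53, 94.1, 99.8 and 99.94 percentile, with 1 gene higher and 0 lower (1 and 0 when adjusted over the list alone). Their adjusted p from camera was 0.0015, and adjusted p = 0.039 with an estimated correlation. By the size of the response, 19 of the 48 STAT genes rose at least 2-fold at 3 h in young and 21 in aged MPP1, 20 and 18 in MPP2, 19 and 18 in MPP3, and 15 and 13 in MPP4. Of the 54 ATF genes 21 rose at least 2-fold in young and 19 in aged MPP1, 21 and 19 in MPP2, 18 and 16 in MPP3, and 17 and 15 in MPP4. Over all genes of the 2 lists the median was 0 in every comparison but 1, the STAT genes in MPP1 at 3 h, where it was 0.0088, and 0 with the TPM table.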

Data derived from a single experiment are depicted. Boxes represent the 25–75 percentile ranges with the median of horizontal line. The ends of vertical lines represent minimum or maximum values. P-values were calculated by the paired one-tailed Student's t-tests.

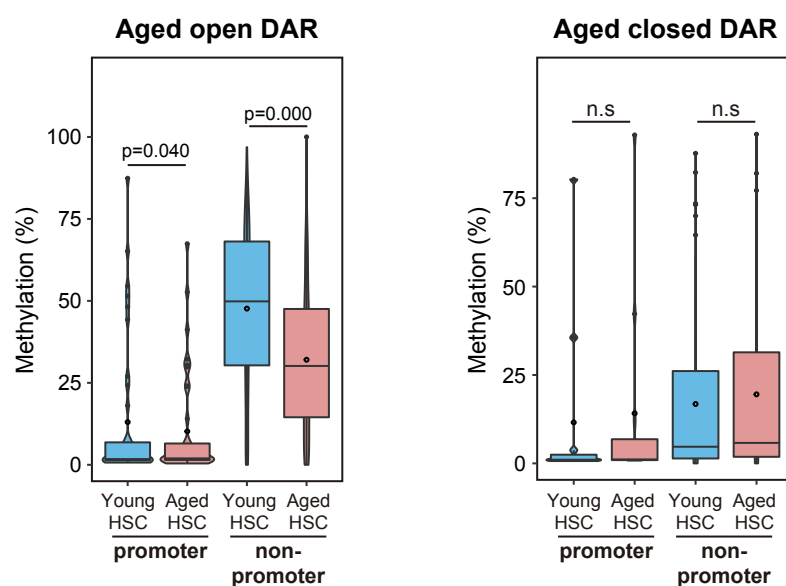

Supplementary Figure 10. DNA methylation status of Aged HSC DARs

Re-analyses of whole-genome bisulfite sequencing (WGBS) data sets of HSCs from 10-week-old and 20-month-old mice (Ref. 9). Box and violin plots showing the DNA methylation levels (%) of open and closed DARs in aged HSCs. Horizontal bars and circles indicate the median and mean values, respectively. Promoter open DARs (37), non-promoter open DARs (383), promoter closed DARs (11), and non-promoter closed DARs (100) were examined. Boxes represent the 25–75 percentile ranges with the median of horizontal lines. The ends of vertical lines represent minimum or maximum values. n.s., not significant. P-values were calculated by the paired two-tailed Student's *t*-tests.

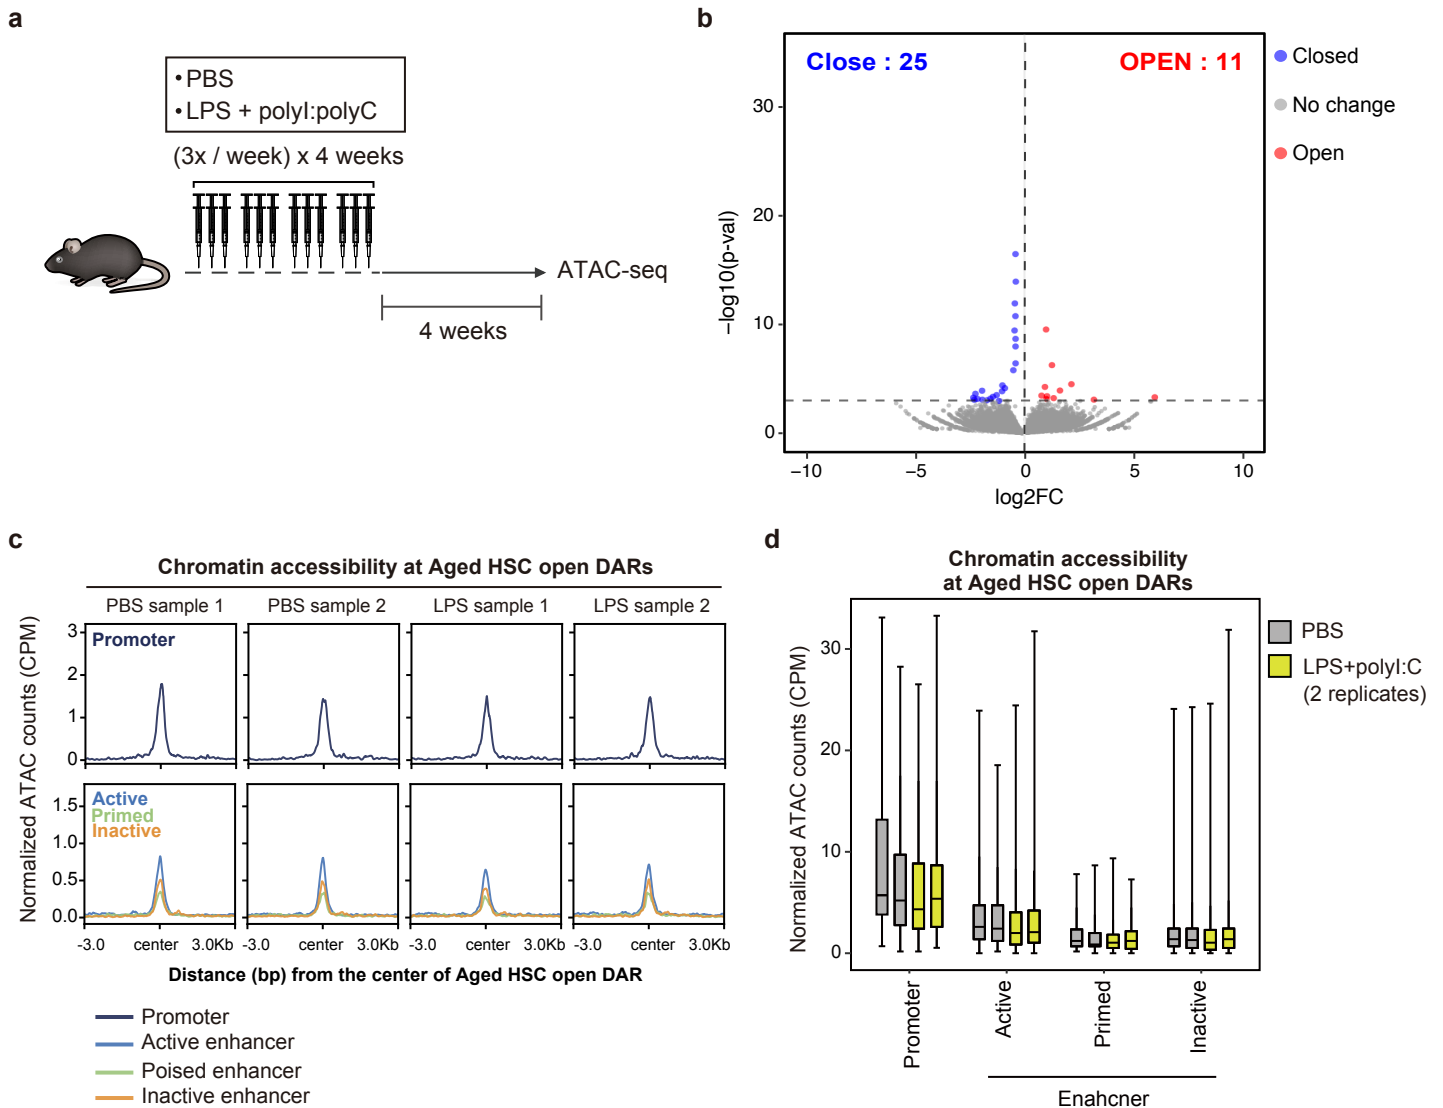

Supplementary Figure 11. Chromatin accessibility in young HSCs challenged with infection mimetic stress

- (a) Experimental strategy. Young mice (10 weeks old) were challenged with LPS and polyI:polyC 3 times a week for 4 weeks. After 4 weeks of interval, we collected HSCs and performed ATAC-seq.
- (b) Scatter plot showing chromatin accessibility changes in young HSCs 4 weeks after the challenge relative to PBS control HSCs. P-values were calculated by Generalized linear model. No adjustments were made for multiple comparisons. DARs were identified using z-scores of DEseq2 normalized ATAC counts of biological duplicates (n=2) and defined those $p < 0.001$.
- (c) Normalized ATAC counts (count per million, CPM) around Aged HSC open DARs in PBS control and challenged young HSCs.
- (d) Box plots showing normalized ATAC counts (CPM) at Aged HSC open DARs (corresponding to 37 promoters and 188 active, 91 primed, and 112 inactive enhancers in aged HSCs) in PBS control and challenged young HSCs. Boxes represent the 25–75 percentile ranges with the median of horizontal lines. The ends of vertical lines represent minimum or maximum values.

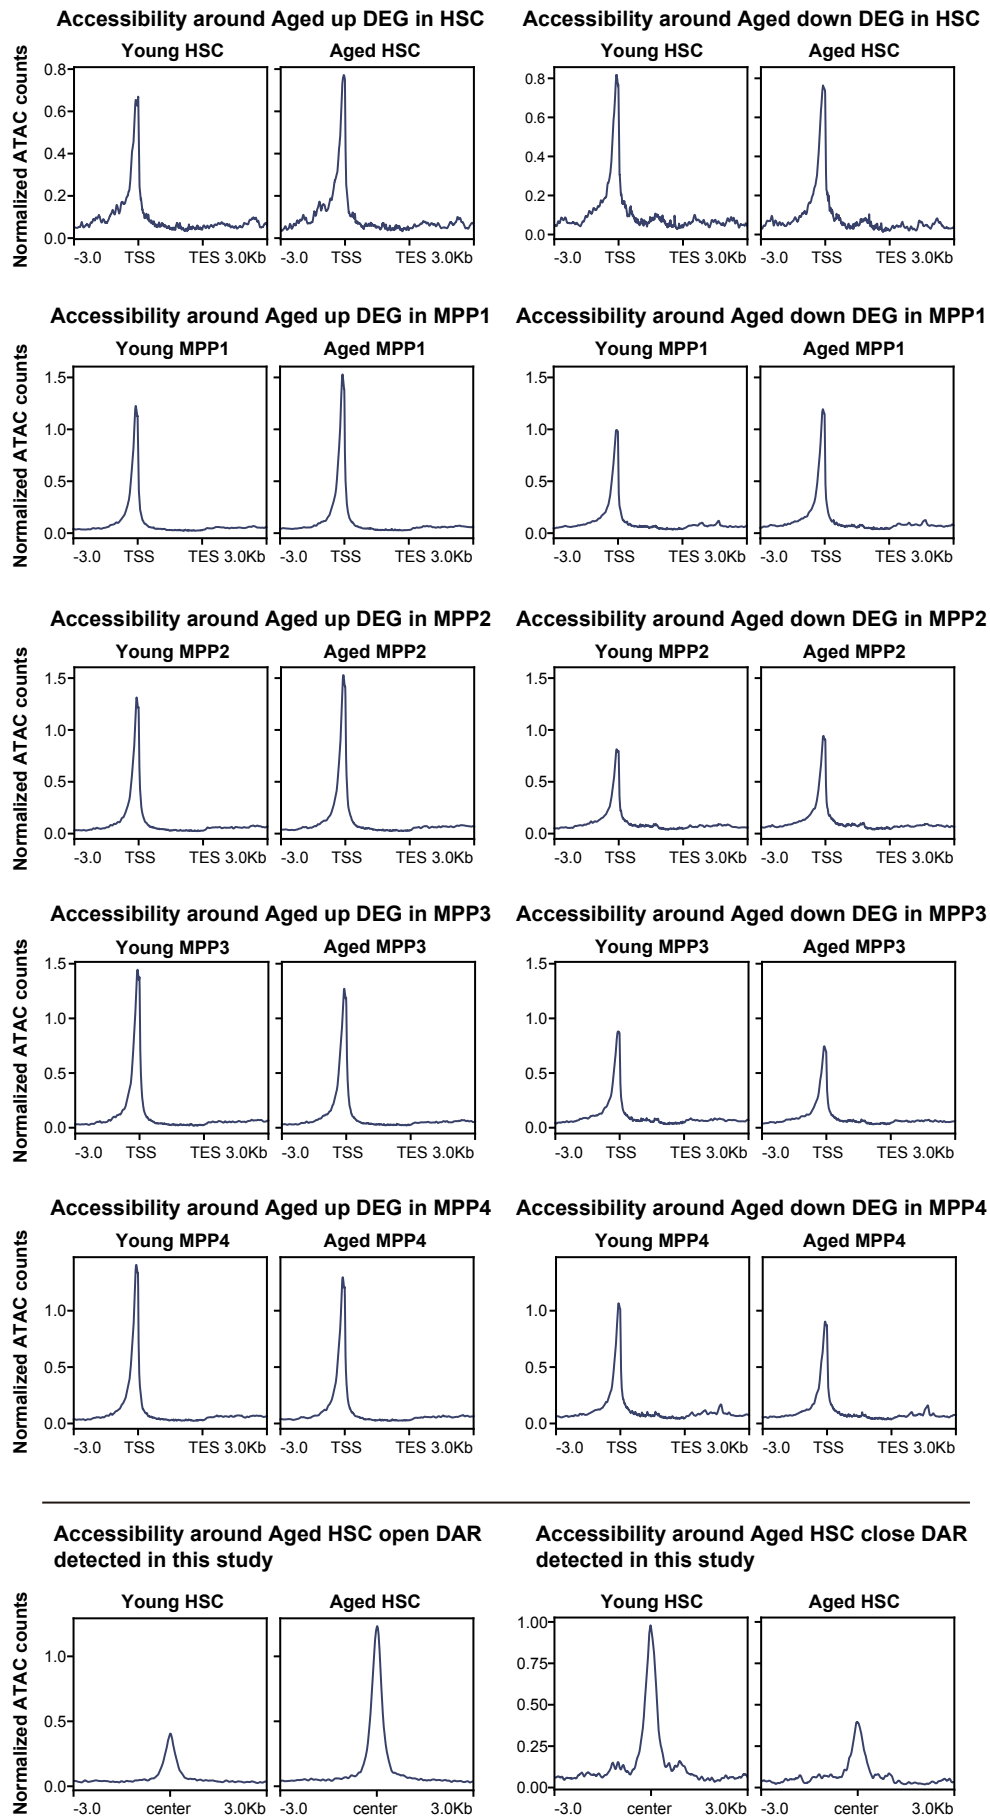

Supplementary Figure 12. Chromatin accessibility around DEGs

Normalized ATAC counts (count per million, CPM) around DEGs (up and down) in aged HSCs and MPPs. Normalized ATAC counts around Aged HSC DARs (open and closed) are depicted on the bottom.

Young HSPC Sorting

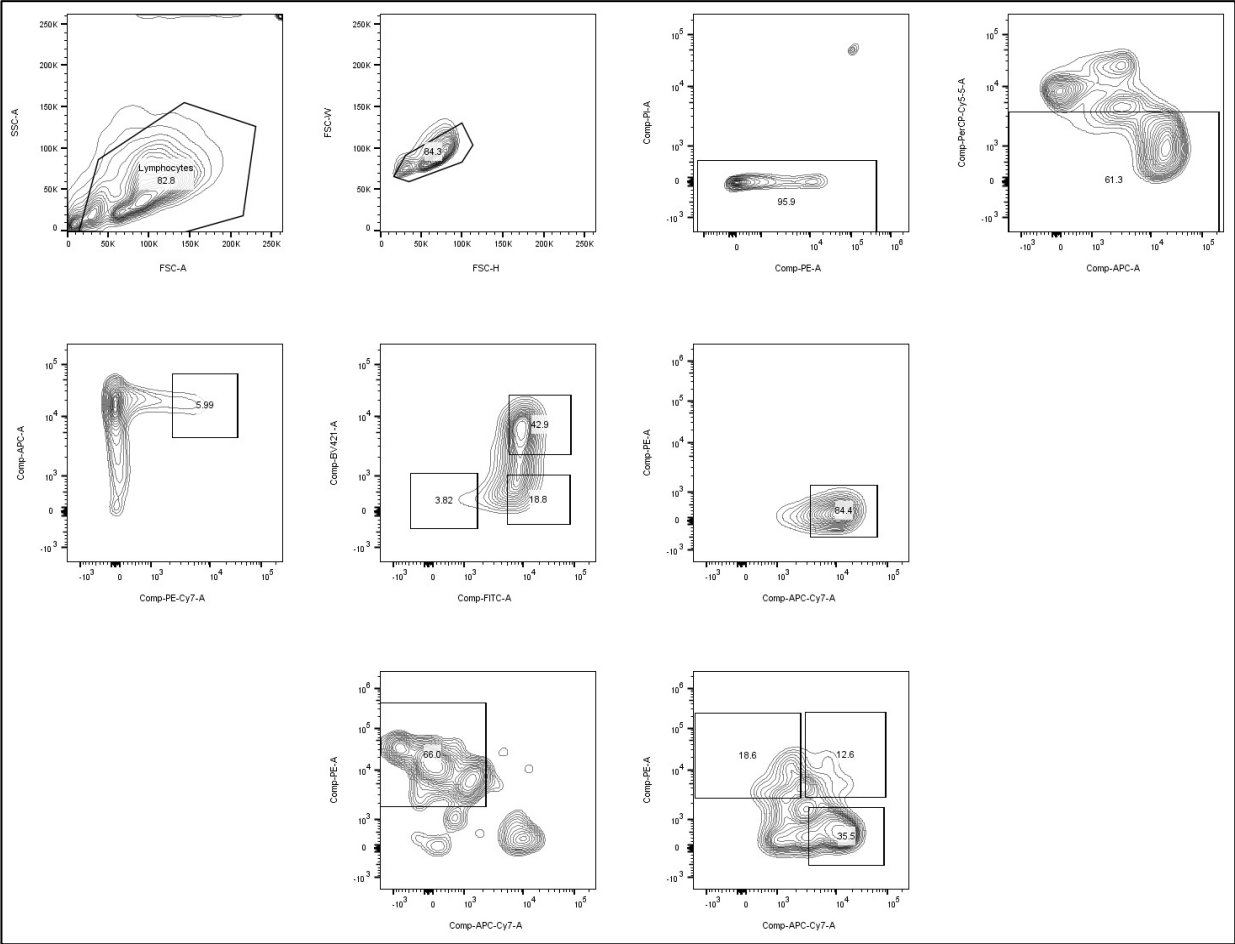

Aged HSPC Sorting

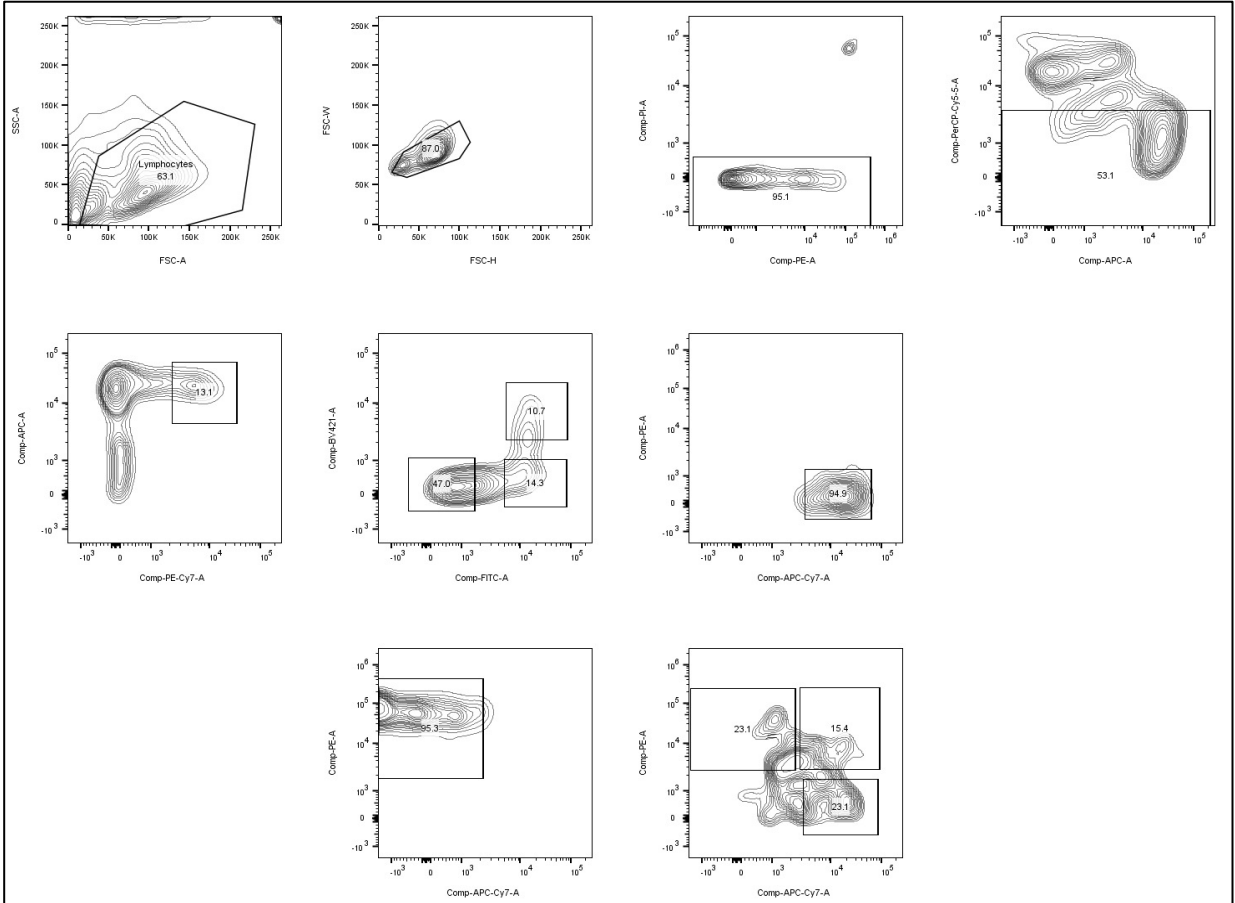

Supplementary Figure 13. FACS sorting strategy for hematopoietic stem and progenitor fractions (HSPCs)

# Supplementary material for: Epigenetic traits inscribed in chromatin accessibility in aged hematopoietic stem cells
**Source:** Nat Commun. 2022 May 16;13:2691. doi: 10.1038/s41467-022-30440-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**Supplementary Data 1.** Differentially expressed genes (DEGs) between young and aged HSPCs

**Supplementary Data 2.** GO analysis of aged down DEGs in HSPCs

**Supplementary Data 3.** Motifs enriched at promoters of aged up DEGs in progenitors

**Supplementary Data 4.** Motif analysis of ATAC peaks

**Supplementary Data 5.** Differentially accessible regions (DARs) between young and aged HSPCs and Homer motif analysis of aged open DARs in HSPCs

**Supplementary Data 6.** Expression of Aged HSC open DAR-linked genes in HSCs stimulated by cytokines

**Supplementary Data 7.** Annotation of Aged HSC open DARs based on H3K27ac and H3K4me1 datasets

# Supplementary material for: Epigenetic traits inscribed in chromatin accessibility in aged hematopoietic stem cells
**Source:** Nat Commun. 2022 May 16;13:2691. doi: 10.1038/s41467-022-30440-2
**Supplement:** Supplementary file 10 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Detailed information about cells fractionation, library preparation, and next generation sequence are described in the method section.<br>In summary, FACS Aria III, FACSCelesta (BD), SMARTer Ultra Low Input RNA Kit, NEBNext Ultra DNA Library Prep Kit, and HiSeq2500 were used.
Data analysis	All software were described in the method section and code and script are open in github (https://github.com/ltokawa-Naoki/Aging_HSC)<br>bowtie2(2.1.0), tophat2(2.0.13), stringtie(1.3.4), samtools(1.9), bedtools(2.27.1), Bismark(0.22.3), deeptools(3.3.1)<br>R(4.0.2), macs2(2.2.6), DESeq2(1.34.0), Homer(4.11), DAVID6.8, GraphPad Prism 9, wigToBigWig(4)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

NGS data have been deposited in the NCBI Gene Expression Omnibus as SuperSeries of GSE162662 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162662>] composed of the following SubSeries: GSE162551 (ATAC-seq), GSE162607 (RNA-seq), and GSE169206 (RNA-seq after cytokine stimulation), GSE190422 (RNA-seq of MPPs after cytokine stimulation), GSE190419 (ATAC-seq in the cytokine and LPS/polyI:C challenge experiments), GSE190420 (CUT&TAG-seq), GSE162570 (ChIP-seq), and GSE190424 (single cell ATAC-seq).

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample size was determined based on previous similar studies (Sun et al., 2014, Wahlestedt et al., 2013)<br>In the ATAC analysis, we increased the number of HSC samples to detect DARs more precisely.
Data exclusions	All sequence data were included in this analysis.
Replication	large portion of HSC DEGs were shared with previous reports(Sun et al., 2014)(Wahlestedt et al., 2013) (Figure 1F, Table S1), and the results of ATAC-seq are integrated with RNA-seq and other epigenome (H3K27ac, H3K4me, DNA-methylation) to validate the result.<br>t-SNE was tried with perplexity 7,8,9,10 and iteration 3000,4000,5000,6000 respectively, and all results were consistent.
Randomization	No randomization was used because we compared young C57BL/6 and aged C57BL/6, which are isogenic.
Blinding	The researcher was not blinded.<br>Given that gating for cell sorting and data processing of NGS were performed automatically, the subjectivity of the author would not have affected the analysis.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Rat anti-mouse c-Kit-APC (clone 2B8) BioLegend Cat.# 105812 (1:200 dilution)<br>Rat anti-mouse CD150-PE (clone TC15-12F12.2) BioLegend Cat.# 115904 (1:100 dilution)<br>Rat anti-mouse CD135-BV421(clone A2F10) BioLegend Cat.# 135314 (1:200 dilution)<br>Rat anti-mouse CD34-FITC (clone RAM34) eBioscience Cat.# 11034185 (1:50 dilution)<br>Rat anti-mouse Sca1-PE/Cy7 (clone D7) BioLegend Cat.# 108114 (1:200 dilution)<br>Rat anti-mouse CD48-APC/Cy7 (clone HM48-1) BioLegend Cat.# 103432 (1:200 dilution)<br>Streptavidin-PerCP/Cy5.5 BioLegend Cat.# 405214 (1:200 dilution)<br>Rat anti-mouse Gr-1-biotin (clone RB6-8C5) TONBO/biosciences Cat.# 30-5931-U500 (1:200 dilution)<br>Rat anti-mouse Mac-1-biotin(clone M1/70) TONBO/biosciences Cat.# 30-0112-U500 (1:200 dilution)<br>Rat anti-mouse Ter119-biotin(clone TER-119) BioLegend Cat.# 116204 (1:200 dilution)<br>Rat anti-mouse B220-biotin(clone RA3-6B2) TONBO/biosciences Cat.# 30-0452-U500 (1:200 dilution)<br>Rat anti-mouse IL-7Rα-biotin (clone SB/199) BioLegend Cat.# 121104 (1:200 dilution)<br>Rat anti-mouse CD4-biotin (clone GK1.5) BioLegend Cat.# 100404 (1:200 dilution)<br>Rat anti-mouse CD8a-biotin (clone 53–6.7) TONBO/biosciences Cat.# 30-0081-U500 (1:200 dilution)<br>Rat anti-mouse CD135-PE (clone A2F10) BioLegend Cat.# 135306 (1:200 dilution)<br>Rat anti-mouse FcγR-PE (clone 93) BioLegend Cat.# 101308 (1:100 dilution)<br>Rat anti-mouse IL-7Rα-PE(clone A7R34) BioLegend Cat.# 135010 (1:100 dilution)

Validation

Combination of these antibodies were already utilized by many published articles.

Nat Commun 12(1):3568, 2021.

J Exp Med 218(3):e20192283, 2021.

Leukemia 35:1156-1165, 2021.

Blood 128(5):638-649, 2016.

Exp Hematol 44:282-296, 2016.

Blood 126:1172-1183, 2015

All antibodies are validated by company. Validation are noted in technical data sheet of product pages, listed as follows

<https://www.biolegend.com/ja-jp/products/apc-anti-mouse-cd117-c-kit-antibody-72>

<https://www.biolegend.com/ja-jp/products/pe-anti-mouse-cd150-slam-antibody-1369?GroupID=BLG10572>

<https://www.biolegend.com/ja-jp/products/brilliant-violet-421-anti-mouse-cd135-antibody-8728?GroupID=BLG7934>

<https://www.fishersci.com/shop/products/cd34-rat-anti-mouse-fitc-clone-ram34-ebioscience-1/509532>

<https://www.biolegend.com/ja-jp/products/pe-cyanine7-anti-mouse-ly-6a-e-sca-1-antibody-3137>

<https://www.biolegend.com/ja-jp/products/apc-cyanine7-anti-mouse-cd48-antibody-8054?GroupID=BLG6848>

<https://www.biolegend.com/ja-jp/products/percp-cyanine5-5-streptavidin-4212>

<https://tonbobio.com/products/biotin-anti-mouse-ly-6g-gr-1-rb6-8c5>

<https://tonbobio.com/products/biotin-anti-human-mouse-cd11b-m1-70>

<https://www.biolegend.com/ja-jp/products/biotin-anti-mouse-ter-119-erythroid-cells-antibody-1864>

<https://tonbobio.com/products/biotin-anti-human-mouse-cd45r-b220-ra3-6b2>

<https://www.biolegend.com/ja-jp/products/biotin-anti-mouse-cd127-il-7ralpha-antibody-3048>

<https://www.biolegend.com/ja-jp/search-results/biotin-anti-mouse-cd4-antibody-247>

<https://tonbobio.com/products/biotin-anti-mouse-cd8a-53-6-7>

<https://www.biolegend.com/ja-jp/products/pe-anti-mouse-cd135-antibody-6173>

<https://www.biolegend.com/ja-jp/products/apc-cyanine7-anti-mouse-cd117-c-kit-antibody-5905?GroupID=BLG4276>

<https://www.biolegend.com/ja-jp/products/pe-anti-mouse-cd16-32-antibody-189>

<https://www.biolegend.com/ja-jp/products/pe-anti-mouse-cd127-il-7ralpha-antibody-6190?GroupID=BLG7953>

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Ten-week-old female C57BL/6 mice (B6-CD45.2) were purchased from Japan SLC (Japan) and bred for 16–19 months in the animal experiment facilities of Chiba University and The Institute of Medical Science, The University of Tokyo (IMSUT). Housing conditions: temperature 22 ± 2°C, humidity 55 ± 5%, light/dark cycle 12hour/12hour (8am-20pm light).

Wild animals

Not applicable. No wild animals were used in this study.

Field-collected samples

Not applicable. No Field-collected samples were used in this study.

Ethics oversight

All experiments using mice were performed in accordance with our institutional guidelines for the use of laboratory animals and approved by the Review Board for Animal Experiments of Chiba University (approval ID: 30–56) and IMSUT (approval ID: PS18–02)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Bone Marrow cells were isolated by crashing bones from the back bone, pelvis, femurs, and tibiae. Cells were incubated with a mixture of biotin-conjugated monoclonal antibodies against lineage (Lin) markers including Gr-1, Ter-119, B220, CD4, CD8, and IL-7Rα (SB/199). Cells were stained further with fluorochrome-conjugated streptavidin and a combination of antibodies

Instrument

FACSAria III, FACSCelesta (BD)

Software

FlowJo v10

Cell population abundance

Cell sorting efficiency was confirmed by flow cytometric analysis of post-sorted cells

Gating strategy

FSC-A/SSC-A were used for mononuclear cells gating. FSC-H/FSC-W were used for single cell gating. Live cells were gated by PI-. Then Lin- cells were gated, and c-Kit+/Sca1+ population was defined as LSK CD34-FITC negative cells were gated, and CD150+/CD48- gating population was defined as hematopoietic stem cells.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

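RNA of MPP1, MPP2, MPP3 and MPP4 from young (10 weeks) and aged (20 months) C57BL/6 mice was sequenced at 0 h and at 3 h of culture with the cytokine mixture. There were 16 libraries, 1 per condition. The deposited log2 values are gene counts that the authors divided by DESeq2 size factors, with 1 added. The deposited TPM values come from the authors' run of StringTie, while the Methods speak of RPKM. The submitters' processing notes name TopHat2 2.0.13, Bowtie2 2.1.0, StringTie and DESeq2, and the build mm10. The Methods and the sample labels name different models of the sequencer and slightly different read lengths. Nothing was done here to the reads.

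Each table holds 24421 rows. In total 4 rows were left out because their gene name was repeated, and 27 names that a spreadsheet had turned into dates were kept in the table but are not named. Genes were matched by symbol. Gene coordinates come from the annotation of mm10, and DAR coordinates from the paper's Supplementary Data 5i. All 16 libraries had total counts between 10644052 and 14321313 (median 12329240.5), so depth differed little between groups. Counts were recovered from the deposited values as whole multiples of 1 step per library.

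Differences were tested with limma 3.58.1 in R 4.3.3 on the deposited log2 values of 12575 genes with a mean normalized count of at least 10, with moderated variances that follow a trend with the mean level, at a Benjamini-Hochberg adjusted p under 0.01. The cytokine response and its difference between ages were fitted with the 8 culture pairs as blocks, and the age differences at 0 h and 3 h with the 8 sets of 1 fraction and 1 time as blocks, each with 6 residual degrees of freedom. Differences between fractions were tested with an F test in a model with all terms of 2 factors and 3 residual degrees of freedom. The 0 h and 3 h libraries were paired by fraction and age, and whether the libraries of a pair come from 1 sort is not given in the sources used here. All adjusted p-values for genes come from limma.

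Gene lists were fixed before the data were examined, 31 in all, and the genes linked to open or closed DARs, those with a STAT or ATF motif, and the paper's genes higher or lower in aged HSCs were taken from the supplementary data. With camera, 35 lists were tested per comparison at a preset correlation of 0.01, and again with an estimated correlation. In single fractions, the median log2 ratio over all genes of a list was set against 10000 random lists matched in 20 bins of mean expression and called apart outside the central 95% of these, which describes these libraries only. The value over expressed list genes is given beside it, because the median over all list genes was 0 nearly everywhere.

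The named genes were chosen by a rule fixed before the data were examined: the 10 highest and 10 lowest changes past the threshold that went the same way in all pairs or fractions (for a direction with fewer than 5 such genes, the 5 largest), up to 4 members of each list with the largest change, the 5 highest and 5 lowest genes linked to open DARs in each fraction, the sort antigens, and the genes the paper names for aged MPPs or shows as induced in HSCs. The values in the paper's tables had been seen then.

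The fits were tested on simulated counts with known changes. All simulated genes had the same dispersion of 0.0189, a median taken from well-expressed genes, so the shares recovered do not hold for genes with a wider spread. For the cytokine response 92.5% of genes changed 1.5-fold and 98.5% of those changed 2-fold were recovered, for the age difference at 0 h 41.8% and 95.5%, for the age difference at 3 h 50.7% and 92.5%, and for the difference between the responses of the ages 8.96% and 65.7%. With a change in MPP4 alone, the test between fractions recovered 1.49% and 22.4% for the cytokine response and 0% and 28.4% for the age difference, and 95.5% and 92.4% of genes changed 4-fold. Among simulated lists of 185 genes, 3 of 40 unchanged ones and 40 of 40 with a shift of 0.2 on the log2 scale were called apart. The simulated genes varied independently of each other, and the shift was larger than the medians found for all linked genes. False calls among correlated genes and the power at those medians were thus not tested. Alternatives were another pseudocount, other count minimums, the TPM table, quantile normalization, no variance trend, a looser threshold, each fraction left out, no pair block, each time alone and, chosen after the data were seen, limma-voom on the recovered counts, the mean fold over young HSCs and 2 shorter lists. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest. No library was left out.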

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

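The tests of handling before lysis, of the paper's own MPP libraries, of pseudogenes, of the cultures and of stem cells in the gates were chosen only after the results were seen.

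Immediate early genes, a list apart from the linked genes except for Rgs2, were higher in aged MPPs at 0 h: 20 of 25 higher and 0 lower (22 and 1 when adjusted over the list alone), with a median log2 ratio of 1.27 and, for example, Atf3 at 4.39, Fosl1 at 4.35, Egr3 at 3.32 and Nr4a2 at 3.27 (camera adjusted p = 3.0e-18, and adjusted p = 0.064 with an estimated correlation). With the TPM table or quantile normalization the median was at least 1.13, which argues against the scaling between libraries as the whole cause. Of the 25 genes 8 (Atf3, Fosb, Jun, Jund, Klf2, Klf4, Klf6 and Zfp36) are among the paper's genes higher in aged HSCs and 3 (Dusp2, Nr4a1 and Rgs2) among the lower ones, and of the 20 that the paper lists for its own MPP2 libraries (in the first 1988 of 1996 genes of that sheet of Supplementary Data 1) the paper gives 8 as higher, such as Klf2 at 2.11 and Atf3 at 0.81, and 12 as lower, such as Egr3 at -1.79 and Nr4a1 at -1.63, including 10 of the 16 listed genes that were higher here. A difference in the handling of young and aged cells before lysis cannot be told apart from age, because the paper's text and the sample labels name no sort day by which to separate them, and the median of 0.21 at 3 h, after the culture, would arise either way. Age, as the design gives it, stays open beside handling, since the paper's values go both ways and most of those for MPP2 go against the direction here.

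NRF2 targets, also apart from the linked genes, were lower in aged MPPs at 3 h: 0 of 12 higher and 5 lower (0 and 10 when adjusted over the list alone, and 2, 1, 1 and 4 lower without MPP1, MPP2, MPP3 or MPP4), with a median of -0.79 and, for example, Nqo1 at -1.12 (SE 0.09; camera adjusted p = 1.5e-18, and adjusted p = 0.014 with an estimated correlation). With the TPM table or quantile normalization the median was at most -0.82, and over the 10 list genes with no match among 13399 pseudogene transcripts it was -0.79, which argues against scaling and against shared reads as the whole cause. At 0 h the median was 0.18, with Gclm higher at 0.74 and Hmox1, which had -1.99 at 3 h and did not pass there, already lower at -1.88, though not past the threshold with any 1 fraction left out. A difference between the cultures of young and aged cells cannot be told apart from age, because each age had its own cultures. The responses of these genes were lower in aged than in young MPPs, with a median difference of -0.92 (camera adjusted p = 2.5e-12, and adjusted p = 0.038 with an estimated correlation). Whether age or the cultures gave this difference stays open.

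Expressed genes linked to open DARs had a median aged over young ratio above matched lists in 4 fractions at 3 h. When random lists were matched also on exon length the list stayed above the central 95% of them in 4 fractions, which argues against gene length as the whole cause. With the TPM table or median centring it also stayed above in 4. Median centring moves the list and the random lists alike by 1 value per library, and TPM largely does the same. These percentiles therefore do not test the scaling between libraries. More stem cells in the aged gates cannot be told apart from a change within MPPs, since 20 stem cell genes had a median of -0.022 at 3 h with 10 of them above 0 and a spread of 0.37, wider than the median of 0.11 of the linked genes. The gates on CD34, CD150 and CD48 are meant to exclude stem cells, but how fully they did so was not examined here. An effect of age on these genes stays open.

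The aged and young responses differed by the test of that difference in 5 genes with a higher response in aged MPPs (Banp, Irgm2, Mis12, Rsrp1 and Nfe2l2) and 24 with a lower one, among them Mir22hg at -4.51, Bhlhe40 at -3.41, Nr4a1 at -3.33 and Skil at -3.30. All 24 were higher in aged MPPs at 0 h in 4 of 4 fractions (23 past the threshold), and 3 were past it as lower at 3 h. Bhlhe40 in MPP1 had a normalized count of 364 at 0 h and 11607 at 3 h in young, and of 5019 and 16716 in aged cells. Without MPP1, MPP2 or MPP3, 0, 1 and 0 genes had a higher and 3, 4 and 2 a lower response, and neither Nr4a1 nor any of the 5 with a higher response passed, nor Skil without MPP1 or MPP3. With young and aged swapped within fractions the real split was 1 of 8 for both directions and the highest other split called 0. For the age difference at 0 h (623 higher and 578 lower) and at 3 h (55 and 34) the real split was likewise 1 of 8 and the highest other called 0. Without MPP1, MPP2 or MPP3 the age difference at 0 h gave 259, 270 and 222 higher and 192, 195 and 135 lower (340 lower without MPP4), and that at 3 h 10, 3 and 6 higher and 8, 3 and 5 lower. With 8 splits no share under 0.05 can be reached.

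The responses of the 4 fractions differed in 176 genes. The real assignment of fractions was 1 of 24, with 35 genes in the highest other, a share under 0.05. This is the lowest share that 24 assignments can give, so it argues against chance for this setting but does not exclude it. The count was 0 without the variance trend, and 31, 92, 102 and 8 without MPP1, MPP2, MPP3 or MPP4. For the age difference between fractions the real count is 0, which 24 of 24 assignments reach by construction (3 in the highest other), so the assignments decide nothing. For the cytokine response 1 of 100 splits, the real one, reached 4403 higher and 1 of 100 reached 4332 lower genes. The highest other called 24 in either direction, which argues against chance for these counts.

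Outside the genes linked to open or closed DARs, 4309 genes were higher and 4245 lower after cytokine stimulation, 602 were higher and 569 lower with age at 0 h, and 49 were higher and 34 lower with age at 3 h.

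MHC class II genes, a further list apart from the linked genes, had a median aged over young ratio of 0.84 at 0 h, with 5 of 10 higher and 0 lower (5 and 0 when adjusted over the list alone; camera adjusted p = 8.6e-05, and adjusted p = 0.34 with an estimated correlation), and of 0.80 at 3 h, with 4 higher and 0 lower (2, 0, 0 and 1 higher without MPP1, MPP2, MPP3 or MPP4; 7 and 0 when adjusted over the list alone; camera adjusted p = 6.5e-09, and adjusted p = 0.13 with an estimated correlation).

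The library of aged MPP4 at 3 h stood apart from the other libraries at 3 h in the median level of the ATF4 and amino acid response, 10.45 on the log2 scale. In total 62 groups of libraries were tested in this way, of which chance alone would mark about 1 in 20.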

How the results depend on the processing

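The counts for the cytokine response over the 8 pairs stayed within 1.5 times under every alternative run for them. The other counts moved by over 1.5 times under several, and the causes of these moves were not tested. Without a filter on low counts, more genes entered the adjustment. Then 2 genes had a higher and 14 a lower response in aged MPPs and 63 responded differently between fractions, while 4540 genes rose 2-fold in young and 4744 in aged MPP2 and 4443 in young and 4544 in aged MPP3. With quantile normalization 8 genes had a higher response in aged MPPs. Without the variance trend the counts were 0 and 9 for the difference between responses, 340 and 360 for age at 0 h, 17 and 17 for age at 3 h and 0 for fractions by cytokines. At an adjusted p under 0.05 they were 59 and 95, 1377 and 1241, 187 and 111, and 652, with 2 for fractions by age. Without the pair block 30 genes had a higher and 75 a lower response in aged MPPs; this block is the culture pair and not a replicate number. At 0 h 361 genes were higher and 995 lower with age by the TPM table, against 623 and 578. With it 1 gene passed for fractions by age, and the STAT median in MPP1 at 3 h was 0; the table shifts the median of all genes at 0 h from 0.030 to -0.076. With each time alone 66 and 27 genes passed at 0 h and 5 and 3 at 3 h, with fewer libraries in the fit. With limma-voom, chosen after the data were seen, 212 and 95 genes passed for age at 3 h and 1 for fractions by age. With a pseudocount of 10, 353 genes passed for fractions by cytokines and 1 for fractions by age.

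With 1 fraction left out at a time, which leaves fewer libraries, the cytokine response gave 3778 to 4396 genes higher and 3727 to 4259 lower, and fractions by age gave 0 throughout. Genes with a higher response in aged MPPs numbered 0 to 4 (0 without MPP1, 1 without MPP2, 0 without MPP3), and those with a lower one 2 to 30 (3, 4 and 2 without these fractions). For age at 0 h there were 222 to 481 higher (259 without MPP1, 270 without MPP2, 222 without MPP3) and 135 to 340 lower (192, 195 and 135, and 340 without MPP4). For age at 3 h there were 3 to 61 higher (10, 3 and 6) and 3 to 30 lower (8, 3 and 5). Fractions by cytokines gave 8 to 102 genes (31, 92 and 102 without MPP1, MPP2 and MPP3, and 8 without MPP4). With an estimated correlation, 1 of 8 lists stayed called for the cytokine response, 1 of 8 for the difference between responses, 0 of 16 for age at 0 h and 6 of 16 for age at 3 h.

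The medians over whole lists were 0 but for the STAT genes in MPP1 at 3 h (0.0088, and 0 with the TPM table), as about as many genes of each list had little or no expression as were expressed (185 of 380 linked genes). Over expressed genes, the medians called apart were 0.19, 0.14 and 0.11 in MPP1, MPP2 and MPP3 at 0 h and 0.14, 0.15, 0.16 and 0.098 in MPP1 to MPP4 at 3 h for all linked genes; 0.31, 0.33 and 0.20 at 0 h, and 0.32, 0.24, 0.17 and 0.18 in MPP1 to MPP4 at 3 h, for the STAT genes; and 0.36 and 0.29 in MPP1 and MPP2 at 0 h, and 0.17, 0.19 and 0.19 in MPP1, MPP3 and MPP4 at 3 h, for the ATF genes. The mean over the list was apart at 0.28, 0.40, 0.22 and 0.079 in MPP1 to MPP4 at 0 h and 0.24, 0.30, 0.22 and 0.23 at 3 h for all linked genes, at 0.40, 0.51, 0.31 and 0.20 at 0 h and 0.54, 0.46, 0.27 and 0.35 in MPP1 to MPP4 at 3 h for the STAT genes, and at 0.26, 0.47, 0.31 and 0.13 at 0 h and 0.26, 0.34 and 0.24 in MPP1, MPP2 and MPP3 at 3 h for the ATF genes. The mean thus stood apart in MPP4 at 0 h where the median did not.

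The remaining settings were chosen after the values were seen. Without the paper's genes higher in aged HSCs the median over expressed linked genes was apart at 0.14 and 0.093 in MPP1 and MPP2 at 0 h and at 0.092, 0.12, 0.12 and 0.066 in MPP1 to MPP4 at 3 h. Without immediate early genes it was apart at 0.18, 0.13 and 0.10 in MPP1, MPP2 and MPP3 at 0 h and at 0.15, 0.14, 0.16 and 0.098 at 3 h. The mean fold over young HSCs, aged minus young, was 0.276, 0.760, 0.203 and -0.0602 in MPP1 to MPP4 at 0 h and 2.57, 0.881, -1.96 and -1.32 at 3 h for all linked genes, 0.498, 1.20, 0.416 and 0.184 and then 6.42, 0.346, -8.53 and -6.97 for the STAT genes, and 0.269, 0.981, 0.364 and 0.00773 and then 5.83, 0.858, -8.42 and -5.68 for the ATF genes. In MPP3 and MPP4 at 3 h, and for all linked genes in MPP4 at 0 h, their sign is opposite to that of the medians over expressed genes. At 3 h single genes weigh heavily in these means: Steap4 differs by 400 in MPP1 and by -728 in MPP3, and Prdm1 by -467 in MPP4. Without the 5 highest and 5 lowest genes the difference over all linked genes at 3 h was 0.793, 0.690, 0.386 and 0.334 in MPP1 to MPP4, that over the STAT genes 1.17, 0.684, 0.336 and 0.161, and that over the ATF genes 0.615, 0.592, 0.159 and, still below 0 in MPP4, -0.0295. Among the values of single genes under these alternatives, 1308 kept their side, 191 no longer passed, 29 newly passed and 18 moved. The value of Notch1 at 0 h, which did not pass, ranged from -0.25 without MPP1 to 0.076 without MPP3, and reversed there and without MPP4 (0.016). The depth, a median of 12329240.5 counts per library, leaves genes with a normalized count near 1 without a usable ratio.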

Differences from the paper's values

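The paper states that after cytokine stimulation the upregulation was enhanced in aged MPP1 and comparable to young cells in the other fractions. Here the aged response minus the young response over expressed genes linked to open DARs was not apart from matched random lists in MPP2, MPP3 and MPP4, nor in MPP1 (-0.0035). The comparison marked in Supplementary Fig. 9 is that of the levels of aged and young cells at 3 h, which the paper calls higher in aged MPP1 alone. Here the median log2 ratio of these levels was above matched lists in MPP1 (0.14), MPP2 (0.15), MPP3 (0.16) and MPP4 (0.098). In Supplementary Fig. 9 the paper calls the STAT genes higher at 3 h in aged MPP1 alone and the ATF genes in no fraction. Here the STAT genes stood apart in 4 fractions and the ATF genes in MPP1, MPP3 and MPP4. The direction of the levels in MPP1 at 3 h, and those at 0 h in MPP1, MPP2 and MPP3 against MPP4, are the paper's, except that the ATF genes in MPP3 at 0 h were at the 97.48 percentile and not apart.

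Over all list genes, the setting fixed before the data were examined, the median was 0 in every fraction and called none of the comparisons of all linked genes that the paper calls. The mean over the list, also fixed before, called MPP1, MPP2, MPP3 and MPP4 at both times for all linked genes, and the ATF genes in MPP3 at 0 h (0.31). The mean fold over young HSCs, a setting chosen after seeing the values, gave aged above young at 3 h in MPP1 (2.57) and MPP2 (0.881) and below it in MPP3 (-1.96) and MPP4 (-1.32), and drops none of the comparisons the paper calls. Steap4 and Prdm1 weigh heavily in it, and without the 5 highest and 5 lowest genes it was above 0 in MPP3 (0.386) and MPP4 (0.334) too, though for the ATF genes in MPP4 it stayed below 0 (-0.0295). The paper's tests took genes as replicates, while here no p-value is given for a list within 1 fraction. The matched lists held 104 STAT and 114 ATF genes, where the paper gives 103 and 116, and 100 genes linked to closed DARs, where the paper gives 101.

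For its own MPP libraries, which are not those tested here, the paper names 5 genes as higher and 4 as lower in aged MPPs. Of these 9 genes 5 went in the paper's direction at 0 h here and 4 against it, and 0 passed. Idh2 (0.26), Calr (0.32) and Srsf2 (0.51) were above 0 and Irf5 (-0.26) and Notch1 (-0.070) below it, as in the paper, while Aurka (-0.51, lower in 4 of 4 fractions, 1664.5 in young and 981 in aged MPP2) and Aurkb (-0.14) were below 0 and Lmo2 (0.27) and Runx2 (0.24) above it. With the TPM table, an alternative fixed before the data were examined, Aurka passed as lower at -0.64, and with limma-voom, chosen after seeing the values, Calr passed as higher at 0.32 and Lmo2 as higher at 0.27. The paper also states that genes of cell cycle and cell division were higher in aged MPPs. It further reports a promoted cell cycle of aged MPPs by EdU incorporation in vivo, and E2F motifs at promoters of their higher genes. Neither EdU incorporation nor promoter motifs were examined here, and RNA levels do not measure cycling directly. Here 0 of 20 G2/M genes were higher and 1, Cdk1, lower at 0 h (0 and 0 when adjusted over the list alone), with a median of -0.21 (camera adjusted p = 0.0041, and adjusted p = 0.51 with an estimated correlation). At 3 h 0 were higher and 0 lower (0 and 0 when adjusted over the list alone), with a median of -0.26 (camera adjusted p = 3.4e-06, and adjusted p = 0.33 with an estimated correlation). Of 20 DNA replication genes and E2F targets 0 were higher and 2, Cdc6 and Ccne2, lower at 0 h (0 and 2 when adjusted over the list alone; camera adjusted p = 0.039, and adjusted p = 0.81 with an estimated correlation). Cdk1, Cdc6 and Ccne2 did not pass without MPP1, without MPP2 or without MPP3 (adjusted p from 0.021 to 0.058 by limma), nor Ccne2 without MPP4 (adjusted p = 0.010).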

Other observations

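Some genes known from aged HSCs were higher in aged MPPs. Of 22 expressed hallmark genes of HSC aging, 20 of whose 24 listed members are among the paper's genes higher in aged HSCs, 9 were higher and 0 lower at 0 h (14 and 0 when adjusted over the list alone; camera adjusted p = 3.3e-10, and adjusted p = 0.14 with an estimated correlation) and 5 higher and 0 lower at 3 h (10 and 0 when adjusted over the list alone; camera adjusted p = 1.7e-14, and adjusted p = 0.064 with an estimated correlation). Plscr2, a phospholipid scramblase gene, had a log2 change of 4.49 (SE 0.22) at 0 h and 3.16 at 3 h, Tm4sf1, a tetraspanin-like gene, of 4.27 at 0 h, and Vwf, the gene of von Willebrand factor, of 3.12 (SE 0.49, adjusted p = 0.0087) at 3 h. Bmpr1a at 5.52, C4b at 5.10, Rgs16 at 4.93 and Id3 at 4.53 were also higher at 0 h. Without MPP1, MPP2 or MPP3, 5, 5 and 5 hallmark genes were higher at 0 h and 2, 1 and 1 at 3 h. Vwf did not pass with any 1 fraction left out, nor Tm4sf1 without MPP1 or MPP3, nor C4b without MPP1 or MPP2. The antigen presentation genes H2-Eb1, H2-Aa and Cd74 were higher at 0 h, by log2 changes of 2.15, 1.68 and 1.50. The heat shock genes Hspa1b and Hspa1a were lower at -3.02 and -2.87; they are near-identical copies that may share reads.

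Among the genes lower in aged MPPs at 3 h were Spic, a transcription factor gene of iron-recycling macrophages, by a log2 change of -2.42 (SE 0.16), Slc40a1, the iron exporter ferroportin, by one of -1.64 (SE 0.13), and Blvrb, a biliverdin reductase, by one of -1.17 (SE 0.12), each in 4 of 4 fractions, though Slc40a1 did not pass without MPP2, nor Blvrb without MPP2 or MPP3. The responses of the NRF2 targets were lower in aged than in young MPPs, with 0 genes higher and 1 lower, Gclm at -1.62 (0 and 8 when adjusted over the list alone; camera adjusted p = 2.5e-12, and adjusted p = 0.038 with an estimated correlation), while the gene of NRF2 itself, Nfe2l2, had a higher response, by 1.01, and neither gene passed with any 1 fraction left out. Interferon-stimulated genes had a median aged over young ratio of -0.31 at 0 h, with 2 higher and 5 lower (1 and 1, 1 and 2, and 1 and 2 without MPP1, MPP2 or MPP3; 3 and 9 when adjusted over the list alone; camera adjusted p = 0.019, and adjusted p = 0.34 with an estimated correlation), and of 0.34 at 3 h, with 0 higher and 0 lower (5 and 0 when adjusted over the list alone; camera adjusted p = 1.4e-06, and adjusted p = 0.051 with an estimated correlation). NF-kB targets had 7 higher and 1 lower at 0 h (11 and 3 when adjusted over the list alone; camera adjusted p = 0.0096, and adjusted p = 0.14 with an estimated correlation), led by Nfkbid at 2.34 and Nfkbiz at 2.18.

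Markers of other cell types differed in both directions at 0 h. Of 55 expressed ones 7 lay higher and 20 lower in aged than in young MPPs in 4 of 4 fractions, and 1 passed as higher and 4 as lower. On the higher side lay Fcer1a, a subunit of the IgE receptor of mast cells and basophils, at 3.91 (SE 0.89, adjusted p = 0.011 by limma), the stromal genes Col1a2 at 1.16 and Sparc at 1.04, and Nkg7, a gene of NK and cytotoxic T cells, at 0.52, none of which passed. The 10 mast cell and basophil markers had a median of 0.87 and did not stand apart (camera adjusted p = 0.70). On the lower side C1qb, a complement gene of macrophages that was chosen after its values were seen, had a normalized count of 139 in young and 47.0 in aged MPP1, 595 and 332 in MPP2, 363 and 127 in MPP3, and 522 and 229 in MPP4 (log2 change -1.27, SE 0.72, which did not pass). The lectin gene Cd209f was lower at -5.45 (SE 0.89), with at most 6.33 in the aged and 39.9 to 119 in the young libraries, and did not pass without MPP3 or without MPP4 (adjusted p = 0.024 and 0.011 by limma). The 12 monocyte and macrophage markers had a median of -0.95 and did not stand apart (camera adjusted p = 0.16). Of 12 erythroblast markers 0 were higher and 1, Hbb-b2, lower (0 and 0 when adjusted over the list alone, and 0 lower without MPP2 or without MPP3; Hbb-b2 was named after its values were seen), with a median of -1.44 (camera adjusted p = 0.057). Hba-a2 had 1538 in young and 16.0 in aged MPP1, and 6025 and 1185 in MPP2, but its near-identical copy Hba-a1, which may share its reads, had 270 in young and 1861 in aged MPP1. Other markers differed between single libraries. Jchain, a gene of plasma cells, had a normalized count of 4999 in aged MPP2 at 0 h and 3129 at 3 h, 969 in young MPP3 at 0 h and 3.09 at 3 h, and 2035 in aged MPP3 at 3 h. Among neutrophil markers Ngp had 3767 in aged and 1491 in young MPP1 at 3 h, and Cxcr2 had 187 in aged and 175 in young MPP2. Of the 12 listed neutrophil markers 7 are among the paper's genes higher in aged HSCs. Gates on lineage markers, Sca-1 and c-Kit are meant to exclude mature cells. Transcripts of these markers were counted all the same, and whether they came from such cells was not tested.

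Genes linked to closed DARs, 79 of them expressed, had 4 higher and 6 lower with age at 0 h and 2 higher and 0 lower at 3 h (4 and 6, and 2 and 1, when adjusted over the list alone; 2 and 0, 2 and 2, and 2 and 0 at 0 h, and 0 at 3 h, without MPP1, MPP2 or MPP3), and neither difference stood apart (camera adjusted p = 0.91 and 0.87). The paper's genes lower in aged HSCs had 9 higher and 19 lower at 0 h (6 and 9, 6 and 11, and 5 and 8 without MPP1, MPP2 or MPP3; 9 and 22 when adjusted over the list alone; camera adjusted p = 0.00036, and adjusted p = 0.072 with an estimated correlation) and 0 higher and 6 lower at 3 h (2, 1 and 1 lower without MPP1, MPP2 or MPP3; 1 and 13 when adjusted over the list alone; camera adjusted p = 1.8e-05, and adjusted p = 0.040 with an estimated correlation). Of 35 lists tested per comparison 8 were called for the cytokine response, 8 for the difference between responses, 16 for age at 0 h and 16 for age at 3 h, and with an estimated correlation 1, 1, 0 and 6 of these stayed called.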
